# The Kinase Complex mTOR Complex 2 Promotes the Follicular Migration and Functional Maturation of Differentiated Follicular Helper CD4^+^ T Cells During Viral Infection

**DOI:** 10.3389/fimmu.2018.01127

**Published:** 2018-05-23

**Authors:** Yaxing Hao, Yifei Wang, Xiaobing Liu, Xia Yang, Pengcheng Wang, Qin Tian, Qiang Bai, Xiangyu Chen, Zhirong Li, Jialin Wu, Zhunyi Xie, Xinyuan Zhou, Yuyang Zhou, Zhinan Yin, Yuzhang Wu, Lilin Ye

**Keywords:** mechanistic target of rapamycin complex 2, follicular helper T cells, germinal center, B cells, acute viral infection

## Abstract

Follicular helper CD4^+^ T (T_FH_) cells are critical for optimal B-cell-mediated humoral immunity by initiating, fueling, and sustaining germinal center reactions. The differentiation of T_FH_ cells relies on multiple intrinsic and extrinsic factors; however, the details by which these factors are integrated to coordinate T_FH_ differentiation are largely unknown. In this study, using a mouse model of acute lymphocytic choriomeningitis virus (LCMV) viral infection, we demonstrate that mTOR complex 2 (mTORC2) kinase integrates TCR signaling and ICOS-mediated co-stimulation to promote late differentiation and functional maturation of virus-specific T_FH_ cells. Specifically, mTORC2 functions to maintain T_FH_ lineage specifications, including phenotypes, migratory characteristics, and functional properties. Thus, our results highlight the importance of mTORC2 in guarding T_FH_ phenotypic and functional maturation.

## Introduction

Effective humoral immunity protects individuals from invading pathogens by producing high-affinity, class-switched antibodies, which require cooperation between pathogen-specific B cells and follicular helper CD4^+^ T (T_FH_) cells. T_FH_ cells were originally defined as a unique helper CD4^+^ subset characterized by high expression of the chemokine receptor CXCR5, which facilitates T_FH_ cell migration toward B cell follicles (1–6), where they interact with and assist cognate B cells. T_FH_ cells provide essential signals to B cells, including engagement of the inducible T cell co-stimulator ICOS, the ligand for the costimulatory receptor CD40, T cell inhibitory receptor PD-1, interleukin 21 (IL-21), and interleukin 4 (IL-4) (7), leading to the formation and maintenance of germinal centers (GCs), in which B cells undergo somatic hypermutation, antibody affinity maturation, and final differentiation into long-lived memory B cells and plasma cells (8).

Follicular helper CD4^+^ T cell differentiation is a multistage process that is tightly controlled by multiple factors (7). In acute viral infection, dendritic cells (DCs) initiate T_FH_ programming by priming antigen-specific CD4^+^ T cells for activation (9). The activated CD4^+^ T cells, with upregulated CXCR5 and Bcl-6 but downregulated Blimp-1 expression, differentiate toward T_FH_ cells (10–12). The T_FH_ precursors are generated as early as 2 days after activation (13), which has recently been proven to be mediated by the transcription factor T cell factor-1 (TCF-1) and achaete scute homolog-2 (ASCL2) (14–17). TCF-1 promotes early T_FH_ cell differentiation by upregulating Bcl-6 but repressing Blimp1 expression (14), while ASCL2 participates in early T_FH_ induction by increasing the follicular homing ability of T_FH_ cells (17). These early differentiated T_FH_ cells subsequently migrate to the T cell–B cell border and acquire full polarization into GC T_FH_ cells with maximal functions upon engagement of B cells (18–21). Of note, initiation of T_FH_ differentiation requires priming from DCs but not B cells (7, 9, 22, 23), while full commitment and maintenance of T_FH_ cells depend on the presence of cognate B cells (7, 18, 23). Unlike early T_FH_ early polarization, underlying mechanisms during complete differentiation and functional maturation of T_FH_ cells in the B cell-dependent phase are poorly understood.

The mechanistic target of rapamycin (mTOR) is an evolutionarily conserved serine/threonine kinase that is involved in diverse cellular processes, including cell growth, proliferation, differentiation, metabolism, and survival, by sensing and integrating environmental cues (24). The mTOR kinase exists in two distinct complexes named mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2), which are defined by scaffolding subunit regulatory-associated protein of mTOR (*Raptor*) and rapamycin-insensitive companion of mTOR (*Rictor*), respectively (25, 26). mTORC1 has been reported to regulate protein translation and glucose and lipid metabolism by phosphorylating the downstream targets ribosomal protein S6 kinase and eIF4E-binding protein 1 (4E-BP1) (27–29). mTORC2 mainly engages in the regulation of cell survival, metabolism, and cytoskeletal organization by phosphorylating many AGC kinases, including AKT (at position Ser473), SGK1, and PKC-α (30). Both mTORC1 and mTORC2 have been reported to participate in a variety of T cell immune responses (31). mTORC1 signaling promotes the differentiation of T_H_1 and T_H_17, whereas it inhibits the differentiation and suppressor functions of T_Reg_ cells (32–37). Additionally, the interleukin-2 (IL-2)-mTORC1 signaling axis promotes T_H_1 but inhibits T_FH_ cell differentiation to orchestrate the reciprocal balance between T_H_1 and T_FH_ cell fates during acute viral infection (38). Additionally, mTORC1 has been reported to regulate follicular regulatory T (T_FR_) cell differentiation from conventional regulatory T cells (39). In contrast to mTORC1, the knowledge about mTORC2 in the regulation of T cell immunity is quite limited. It is known that mTORC2 signaling favors T_H_2 differentiation (32, 40). Recently, two groups have reported that mTORC2 is essential for T_FH_ cell differentiation at the steady state in Peyer’s patches (PPs) and upon protein immunization or viral infection (41, 42). However, it remains unknown whether mTORC2 selectively regulates early fate commitment or later lineage maintenance of T_FH_ cells, or both. Additionally, whether mTORC2 regulates the effector functions of differentiated T_FH_ cells remains to be investigated.

Here, we investigate the role of mTORC2 in regulating T_FH_ differentiation at early and late stages, as well as the effector function of T_FH_ cells in response to acute viral infection. We use lymphocytic choriomeningitis virus (LCMV) to establish a mouse model of acute viral infection, in which virus - specific CD4^+^ T cells primarily differentiate into T_FH_ and T_H_1 effector cells (43). Our findings demonstrate that mTORC2 signaling is selectively critical for T_FH_ differentiation in the late stage (4–8 days), but not early fate commitment (1–3 days). Moreover, mTORC2 plays an essential role in mediating the effector function of T_FH_ cells to assist B cells, which is accomplished by regulating the T_FH_ transcriptional program and migratory ability toward B cell follicles.

## Materials and Methods

### Mice, Virus, and Immunization

*Rictor*^fl/fl^, *Cd4*-Cre transgenic, and C57BL/6J (CD45.2^+^ and CD45.1^+^) mice were obtained from the Jackson Laboratory. *Sh2d1a^−/−^* (*Sap^−/−^*) mice were provided by Dr. Hai Qi (Tsinghua University). SMARTA (CD45.1^+^) transgenic mice and the LCMV Armstrong strain were provided by Dr. Rafi Ahmed (Emory University). The mice were infected with 2 × 10^5^ plaque-forming units (PFU) of LCMV Armstrong at 6–10 weeks of age, and both sexes were included without randomization or “blinding.” Bone marrow (BM) chimeras were infected after 8–10 weeks of reconstitution. To establish bacterial infection, mice were intravenously infected with 1 × 10^6^ colony-forming units of *Listeria monocytogenes* expressing LCMV glycoprotein-specific I-Ab-restricted CD4^+^ T cell epitope gp61-80 (LM-gp61), that was created from vector strain1 (44). 4-Hydroxy-3-nitrophenylacetyl-conjugated ovalbumin (NP-OVA) (N-5051-100, Biosearch Technology) was 1:1 emulsified with Complete Freund’s Adjuvants (F5881, Sigma) and immunized mice subcutaneously of 100 µg per mouse. All immunized mice were housed in accordance with institutional biosafety regulations of the Third Military Medical University. All mouse experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committees of the Third Military Medical University.

### Flow Cytometry and Antibodies

Major histocompatibility complex class II (I-A^b^) tetramer specific for the LCMV epitope of glycoprotein amino acids 66–77 was provided by the tetramer core facility of the US National Institutes of Health (Emory). The antibodies used for flow cytometry are listed in Table S1 in Supplementary Material. Surface staining was performed in PBS containing 2% FBS. CXCR5 staining was performed using purified anti-CXCR5 (BD Biosciences) for 1 h at 4°C, followed by biotinylated anti-rat immunoglobulin G (IgG) (Jackson Immunoresearch) and then fluorescently labeled streptavidin (eBioscience) for 30 min on ice. Staining was performed in PBS containing 0.5% BSA, 2% FCS, and 2% normal mouse serum. Staining for Bcl-6, c-Maf, TCF-1, IgG1, IgG2a, and Foxp3 was performed with the Foxp3/Transcription Factor Staining Buffer Set (00-5523, eBioscience). Major histocompatibility complex class II tetramer staining was performed by incubation of the tetramer with cells for 1 h at 37°C. For detection of phosphorylated mTOR signaling proteins, lymphocytes were first stained with surface markers and then were stimulated with anti-CD3 (2 µg/ml, 100302, Biolegend), anti-CD28 (0.5 µg/ml, 102102, Biolegend), anti-ICOS (2 µg/ml, 14-9949-82, eBioscience), gp61–80 peptide (2 µg/ml), or CXCL13 (4 µg/ml, 4583906, Biolegend) at 37°C for 1 h. Stimulated cells were immediately fixed with Phosflow Lyse/Fix buffer (558049, BD Biosciences), followed by permeabilization with Phosflow Perm buffer I (557885, Biosciences) and staining with primary unconjugated antibodies against p-S6 (Ser 235/236) (D57.2.2E, Cell Signaling Technology) and p-AKT (Ser 473) (#4060S, Cell Signaling Technology). Next, primary unconjugated antibodies were detected by secondary staining with anti-rabbit IgG A488 antibody (A21206, Invitrogen) or anti-rabbit IgG A647 antibody (#4414S, Cell Signaling Technology). Flow cytometry data were acquired with a FACS Canto II (BD Biosciences) and were analyzed with FlowJo software (Tree star, Ashland, OR, USA).

### Retroviral Constructs and Transduction

The humanized-*Cre* (hCre) coding sequences were amplified and cloned into the vectors MIGR1 (MSCV-IRES-GFP). Retroviruses were packaged by transfection of plat-E cells with the retroviral vectors along with plasmid pCL^eco^. SMARTA cells were activated *in vivo* by injection of 200 µg of peptide (LCMV glycoprotein amino acids 61–80) into SMARTA mice. After 18 h, activated SMARTA cells were purified by negative selection with BeaverBeads Mag500 Streptavidin Matrix (22302, Beaver) and then “spin-infected” for 90 min at 37°C by centrifugation (800 × *g*) with freshly harvested retrovirus supernatants, 8 µg/ml polybrene (H9268, Sigma-Aldrich), and 20 ng/ml of IL-2 (130-098-221, Miltenyi Biotec). Then, the transduced SMARTA cells were transferred into recipient mice, followed by infection of the hosts with LCMV.

### Adoptive Transfer

A total of 1 × 10^6^ (for analysis at day 3) or 2 × 10^4^ (for analysis at day 8) retrovirus-transduced SMARTA (CD45.1^+^) cells were adoptively transferred into naive C57BL/6J (CD45.2^+^) mice, which were infected intravenously with 2 × 10^6^ PFU (day 3) or infected intraperitoneally with 2 × 10^5^ PFU (day 8) of the LCMV Armstrong strain on the following day. For assessment of mTOR activity kinetics, a total of 2 × 10^6^ (for analysis at day 2) or 4 × 10^4^ (for analysis at day 5) or 2 × 10^4^ (for analysis at day 8) naive SMARTA (CD45.1^+^) cells were adoptively transferred into naive C57BL/6J (CD45.2^+^) mice, which were infected intravenously with 2 × 10^6^ PFU (for analysis at day 2) or infected intraperitoneally with 2 × 10^5^ PFU (for analysis at day 5 and 8) of the LCMV Armstrong strain on the following day. For evaluation of T_FH_ cell function, 3 × 10^6^ sorted T_FH_ cells from *Rictor^−/−^* or WT mice (CD45.1^+^) were adoptively transferred into *Sap^−/−^* recipient mice (CD45.2^+^) which were infected with LCMV 1 day before cell transfer and then the hosts were analyzed on day 6 after cell transfer.

### Enzyme-Linked Immunosorbent and Enzyme-Linked Immunospot Assay

Lymphocytic choriomeningitis virus-specific IgG and antibody-secreting cells (ASCs) were measured by enzyme-linked immunosorbent assay (ELISA) and enzyme-linked immunospot (ELISPOT) assay, respectively, which has been described (45, 46).

### Generation of Bone Marrow Chimeras

For each chimera, 5 × 10^6^ BM cells of a 4:6 mixture derived from *Rictor^−/−^* or *Rictor*^fl/fl^ (CD45.2^+^) mice and C57BL/6J (CD45.1^+^) mice were intravenously transferred into lethally irradiated (2 doses of 550 rads each) C57BL/6J (CD45.1^+^) recipients. Recipient mice were allowed 8–10 weeks for reconstitution before infection with LCMV.

### Immunofluorescence Staining

Tissues immersed in OCT were quickly frozen in liquid nitrogen and cut into 7-µm-thick sections. Frozen tissue sections were fixed in cold acetone for 10 min at −20°C, blocked with 5% BSA and 1:100 Fc-blocker in PBS, and stained with biotin-IgD, FITC-labeled anti-GL7, and PE-labeled anti-CD4, followed by Alex 650 dye-labeled avidin. After each step, the slides were washed at least three times with PBS. Coverslips were mounted on slides using an antifade kit (BOSTER) and then examined using a Zeiss LSM 800 confocal fluorescence microscope. The images were processed with LSM Image Examiner software (Zeiss).

### Microarray and Bioinformatics Analysis

Isolation of T_FH_ cells from WT and *Rictor^−/−^* mice at day 8 after infection has been described previously (14). Total RNA was extracted according to the TRIzol reagent protocol (Life Technologies) and submitted to CapitalBio for microarray analysis. Gene-set-enrichment analysis (GSEA) software (Broad Institute) was used for analysis (47). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (48) and are accessible through GEO Series accession number GSE111536 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111536).

### Quantitative RT-PCR

For comparison of gene expression in T_FH_ cells from *Rictor^−/−^* and WT mice, the cells were sorted and subsequently lysed in TRIzol LS reagent (10296; Life Technologies). Total RNA was extracted and reverse-transcribed with a RevertAid H Minus First-Strand cDNA Synthesis Kit (K1632; Thermo Scientific). The resulting cDNA was analyzed for expression of various genes with the SYBR Green PCR kit (208054, QIAGEN) on a CFX96 Touch Real-Time System (Bio-Rad) and the appropriate primers for “test genes” (Table S2 in Supplementary Material).

### Transwell Migration Chemotaxis Assay

For enrichment of CD4^+^ T cells, total splenocyte samples from WT and *Rictor^−/−^* mice at day 8 after infection with LCMV were subjected to depletion of cells that were positive for lineage markers (Lin^+^ cells) using biotin-conjugated antibodies [anti-CD8 (53–6.7), anti-B220 (RA3-6B2), anti-CD11c (N418), anti-Gr-1 (RB6-8C5), anti-TER119 (TER-119), and anti-NK1.1 (PK136), all from Biolegend] coupled to the BeaverBeads Mag500 Streptavidin Matrix (22302, Beaver). The surfaces of the Lin^−^ cells were then stained with anti-CD4, anti-CD44, anti-GITR, anti-CD25, and anti-CXCR5 to identify T_FH_ cells. Next, 4 × 10^5^ T_FH_ cells from WT or *Rictor^−/−^* mice were loaded into the upper chamber of a 24-well transwell plate (5-µm pore, Corning), and 600 µl of chemotaxis medium supplemented with or without the CXCL13 (4 µg/ml, 4583906, Biolegend) was added to the lower chamber. The cells were allowed to migrate for 3 h in a 5% CO_2_ incubator at 37°C. Then, all the migrated cells were collected from the lower chamber, and the numbers of migrated T_FH_ cells were determined by flow cytometry (FACS Canto II). Based on the absolute number of T_FH_ cells, the “net migration (% of input)” was calculated as follows: Net migration (% of input) = (# of migrated T_FH_ cells to CXCL13 − # of migrated T_FH_ cells in the absence of CXCL13)/(# of T_FH_ cells in the input sample).

### Conjugate Adhesion Assay

B cells were activated *in vivo* by injection of 30 µg of LPS (ALX-581-008-Loo2, Enzo Life Sciences) into naive C57BL/6J mice and purified by negative selection with magnetic beads (22302, Beaver) after 18 h. *Rictor*^fl/fl^-*Cd4*-Cre-SMARTA (*Rictor^−/–^* SMARTA) cells and WT SMARTA (CD45.1^+^) cells were adoptively transferred into naive C57BL/6J (CD45.2^+^) mice, following intraperitoneal infection with 2 × 10^5^ PFU of the LCMV Armstrong strain. *Rictor^−/−^* and WT SMARTA T_FH_ cells were sorted from *Rictor^−/−^* SMARTA and WT SMARTA chimeras, respectively, at day 8 after LCMV infection. Then, 2 × 10^5^ *Rictor^−/−^* and WT SMARTA T_FH_ cells were incubated for 1 h at 37°C in 96-well U-bottom plate with 8 × 10^5^ LPS-activated B cells pulsed with gp61–80 peptide (LCMV glycoprotein amino acids 61–80). The frequency of T cell–B cell conjugates was quantified by flow cytometry as CD4^+^B220^+^. I-A^b^ gp66-77 tetramer^+^ T_FH_ cells were also used to perform the adhesion assay, and 5 × 10^4^ I-A^b^ gp66–77 tetramer^+^ T_FH_ cells were incubated for 1 h at 37°C in 96-well U-bottom plate with 2 × 10^5^ LPS-activated B cells pulsed with gp61-80 peptide. The frequency of T cell–B cell conjugates was quantified by flow cytometry as I-A^b^ gp66-77 tetramer^+^ CD4^+^ B220^+^.

### *In Vitro* T_FH_ Function Assay

Follicular helper CD4^+^ T (T_FH_) cells were sorted from WT or *Rictor^−/−^* mice, and B cells were sorted from C57BL/6J mice at day 8 after LCMV infection. U-bottom 96-well plates were seeded with 5 × 10^4^ B cells alone, 5 × 10^4^ B cells and 3 × 10^4^ wild-type T_FH_ cells or 5 × 10^4^ B cells and 3 × 10^4^ *Rictor^−/−^* T_FH_ cells, and then supplemented with 200 µl of RPMI medium (10% FBS, 1 × Pen–Strep, l-glutamine) containing anti-CD3 (2 µg/ml, 100302, Biolegend) and anti-IgM (5 µg/ml, 115-006-075, Jackson Immunoresearch). The plates were cultured for 4 days at 37°C, followed by FACS staining using anti-GL7, anti-IgG1, anti-IgG2a, anti-I-A/I-E, anti-CD19, and anti-CD4.

### Statistical Analysis

Statistical analysis was conducted with Prism 6.0 software (GraphPad). An unpaired two-tailed *t*-test with 95% confidence interval was used for calculation of *P* values. For retroviral transduction and BM chimera experiments, a paired two-tailed *t*-test with 95% confidence interval was used for calculation of *P* values. For microarray analysis, we used an unpaired one-tailed *t*-test with 95% confidence interval for calculation of *P* values. For *in vivo* and *in vitro* T_FH_ function assay and T cell–B cell adhesion assay, we used the one-way ANOVA with multiple comparisons for calculation of *P* values.

## Results

### mTORC2 Signaling Is Elevated in T_FH_ Cells and Activated by ICOS and CD3

To evaluate the activity of mTORC2 signaling in T_FH_ and T_H_1 cells in the context of acute viral infection, we infected wild-type C57BL/6J mice with the Armstrong strain of LCMV and measured the level of AKT phosphorylation at Ser 473, which is an indicator of mTORC2 activity, between T_FH_ and T_H_1 cells in the spleen on day 8 post-infection. Flow cytometry data demonstrated that T_FH_ cells possessed higher mTORC2 activity than T_H_1 cells upon anti-CD3 plus anti-CD28 stimulation (Figure 1A).

**Figure 1:**
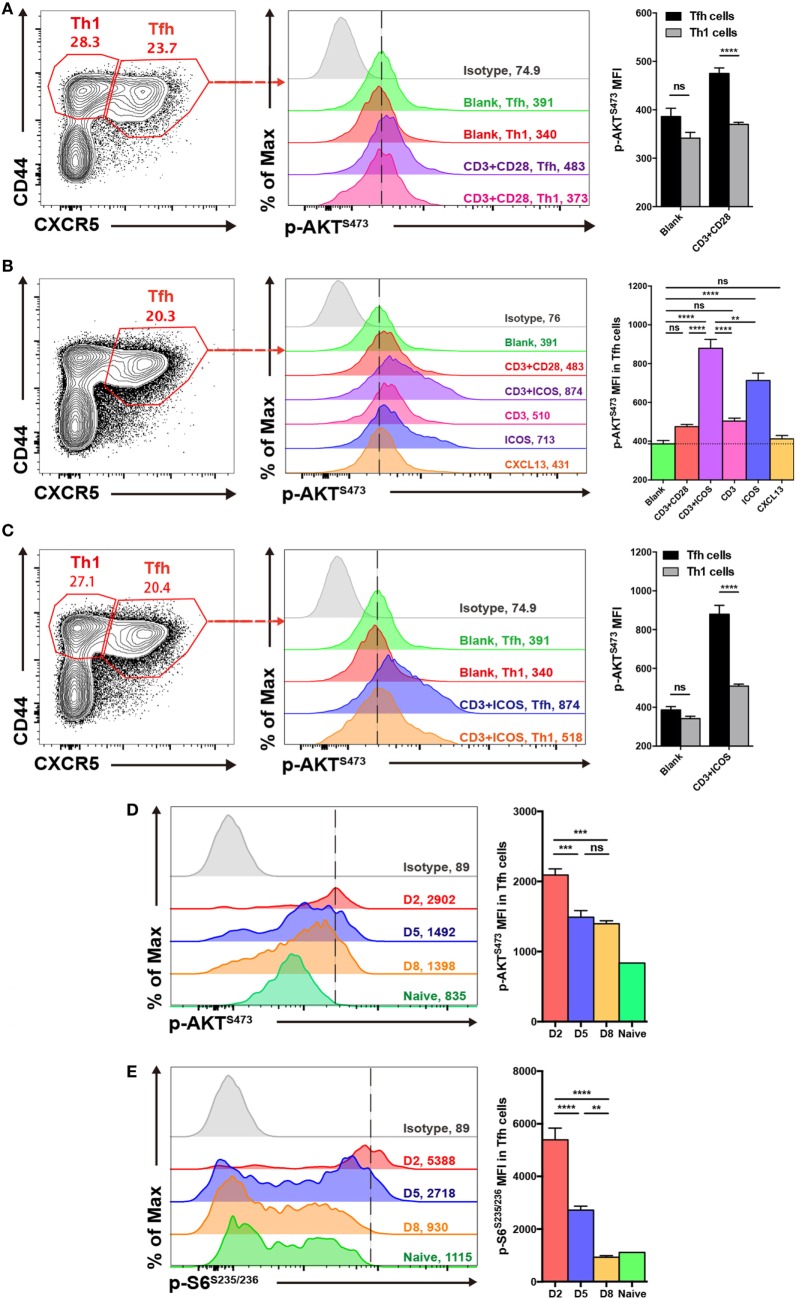
mTOR complex 2 activity is elevated in follicular helper CD4^+^ T (T_FH_) cells upon stimulation. **(A,C)** Comparison of p-AKT^S473^ mean fluorescence intensity between T_FH_ (CD44^hi^CXCR5^+^) and T_H_1 (CD44^hi^CXCR5^−^) cells from the spleen of wild-type C57BL/6J mice at day 8 after lymphocytic choriomeningitis virus infection. **(A)** T_FH_ and T_H_1 cells were cultured in medium without any stimulus (blank), or stimulated with anti-CD3 and anti-CD28 (CD3^+^CD28), and the level of p-AKT^S473^ was detected by flow cytometry (*n* = 5 mice per group). **(B)** T_FH_ cells were activated with different stimuli, and green, red, purple, pink, blue, orange, and gray solid histograms represent the blank, anti-CD3 and anti-CD28, anti-CD3 and anti-ICOS, anti-CD3, anti-ICOS, anti-CXCL13, and isotype control, respectively (*n* = 5 mice per group). **(C)** T_FH_ and T_H_1 cells were cultured in blank medium or stimulated with anti-CD3 and anti-ICOS (CD3^+^ICOS), and the level of p-AKT^S473^ was detected by flow cytometry (*n* = 5 mice per group). **(D,E)** Kinetics of mTOR activity in SMARTA T_FH_ cells at day 2, 5, and 8 after infection. **(D)** SMARTA T_FH_ cells were activated with anti-CD3, anti-ICOS, anti-CD28, and gp61-80 peptide, and then the level of p-AKT^S473^ was detected by flow cytometry (*n* = 5 mice per group). **(E)** SMARTA T_FH_ cells were activated with anti-CD3, anti-CD28, and gp61-80 peptide, and then the level of p-S6^S235/236^ was detected by flow cytometry (*n* = 5 mice per group). ns, not significant, **p < 0.01, ***p < 0.001, ****p < 0.0001 [unpaired two-tailed *t*-test **(A,C)**, one-way ANOVA with multiple comparisons **(B,D,E)**]. Data are representative of three **(A–C)** or two **(D,E)** independent experiments. Error bars are SEM **(A–C)**.

Furthermore, to investigate which stimuli were mainly responsible for mTORC2 activation in T_FH_ cells, we stimulated splenocytes from wild-type C57BL/6J mice at day 8 of infection with different combinations, including anti-CD3 plus anti-CD28, anti-CD3 plus anti-ICOS, anti-CD3 only, anti-ICOS only, or CXCL13 only. We then compared mTORC2 activity in T_FH_ cells under these different stimulation conditions and observed that the combination of anti-CD3 plus anti-ICOS elicited the highest mTORC2 signaling (Figure 1B). Next, stimulation of T_FH_ cells with anti-ICOS alone induced high levels of mTORC2 activity, ranking second only to anti-CD3 plus anti-ICOS (Figure 1B). Moreover, T_FH_ cells stimulated with either anti-CD3 or anti-CD3 plus anti-CD28 displayed a certain level of mTORC2 activity, while CXCL13 failed to effectively activate mTORC2 (Figure 1B). These results indicated that ICOS and CD3 signaling were pivotal for mTORC2 signaling activation in T_FH_ cells, while CD28 and CXCL13 signaling might not be necessary. And then, we also compared mTORC2 activity between T_FH_ and T_H_1 cells upon anti-CD3 plus anti-ICOS stimulation. Consistently, T_FH_ cells also exhibited enhanced mTORC2 activity compared with T_H_1 cells (Figure 1C).

Next, we analyzed the kinetics of mTOR activity in T_FH_ cells at day 2, 5, and 8 post infection. To achieve this, we adoptively transferred naive SMARTA (CD45.1^+^) cells with transgenic TCR specific to LCMV glycoprotein I-A^b^ epitope (49) into naive C57BL/6J (CD45.2^+^) mice, which were infected with LCMV Armstrong strain on the following day. We found that mTORC2 activity was rapidly induced in early differentiated T_FH_ cells at 48 h post-infection and subsequently maintained at days 5 and 8 post-infection (Figure 1D). In contrast, mTORC1 was highly induced at the initiation phase of T_FH_ differentiation but dramatically declined to the baseline later on (Figure 1E). Taken together, these results demonstrated that T_FH_ cells possessed higher mTORC2 activity compared with T_H_1 cells. Additionally, ICOS and CD3 signaling might act as important upstream activators of mTORC2 signaling in T_FH_ cells.

### mTORC2 Is Intrinsically Required for Effector T_FH_ Cell Differentiation

Since mTORC2 activity was upregulated in T_FH_ cells, we speculated that mTORC2 might play a critical role in T_FH_ cell responses during acute viral infection. To test this hypothesis, we generated *Rictor*^fl/fl^*Cd4*-Cre mice by crossing *Rictor*^fl/fl^ mice with transgenic *Cd4*-*Cre* mice to conditionally delete *Rictor* alleles in CD4^+^ T cells. Next, we infected *Rictor*^fl/fl^*Cd4*-Cre mice (called “*Rictor^−/−^* mice” here) and their *Rictor*^fl/fl^ littermates (called “WT mice” here) with LCMV Armstrong and measured the level of *Rictor* mRNA copies and mTORC2 activity in CD4^+^ T cells. We found that *Rictor* mRNA expression in both T_FH_ and T_H_1 cells sorted from *Rictor^−/−^* mice was undetectable (Figure S1A in Supplementary Material). Additionally, mTORC2 activity failed to be induced in *Rictor^−/−^* CD4^+^ T cells upon stimulation (Figure S1B in Supplementary Material). However, the level of phosphorylated S6 at Ser 235/236, which is indicative of mTORC1 activity, was comparable between *Rictor^−/−^* and WT CD4^+^ T cells upon stimulation (Figure S1B in Supplementary Material). Therefore, mTORC2 signaling was adequately abrogated in CD4^+^ T cells from *Rictor^−/−^* mice.

Next, we analyzed CD4^+^ T cell responses at day 8 after LCMV infection, and we found a reduced cell number of total virus-activated CD44^hi^CD4^+^ T cells in *Rictor^−/−^* mice than control mice (Figure S1C in Supplementary Material) and a similar frequency but lower number of I-A^b^ restricted LCMV-gp66 epitope-specific CD4^+^ T cells (Figure 2A). Notably, both the frequency and cell number of tetramer-positive SLAM^lo^CXCR5^+^ T_FH_ cells were greatly decreased in *Rictor^−/−^* mice, whereas the tetramer-positive SLAM^hi^CXCR5^−^ T_H_1 cells showed an increased frequency and similar cell number (Figure 2A). Thus, the reduction of total CD44^hi^CD4^+^ T cells and tetramer-positive CD4^+^ T cells were mainly attributable to a decrease in T_FH_ but not T_H_1 cells, which was in agreement with a previous study showing that mTORC2 was dispensable for T_H_1 differentiation (32). Moreover, we also measured the expression of CXCR5, Bcl-6, PD-1, and ICOS in tetramer-positive T_FH_ cells and found that all of these T_FH_ cell-associated molecules were downregulated in *Rictor^−/−^* mice compared with the WT control (Figure 2B). In addition to tetramer-positive CD4^+^ T cells, we also analyzed the responses of bulk activated CD4^+^ T cell and observed similar phenotypes in *Rictor^−/−^* mice (Figure 2C; Figure S1D in Supplementary Material). Notably, we observed an approximately 3-fold lower frequency and 10-fold lower cell numbers of Bcl6^hi^cMaf^hi^ GC T_FH_ cells in *Rictor^−/−^* compared with WT mice (Figure 2D), suggesting an impairment of T_FH_ cell maturation in the absence of mTORC2 signaling. These results showed that mTORC2 signaling was essential for T_FH_ differentiation, but dispensable for T_H_1 differentiation.

**Figure 2:**
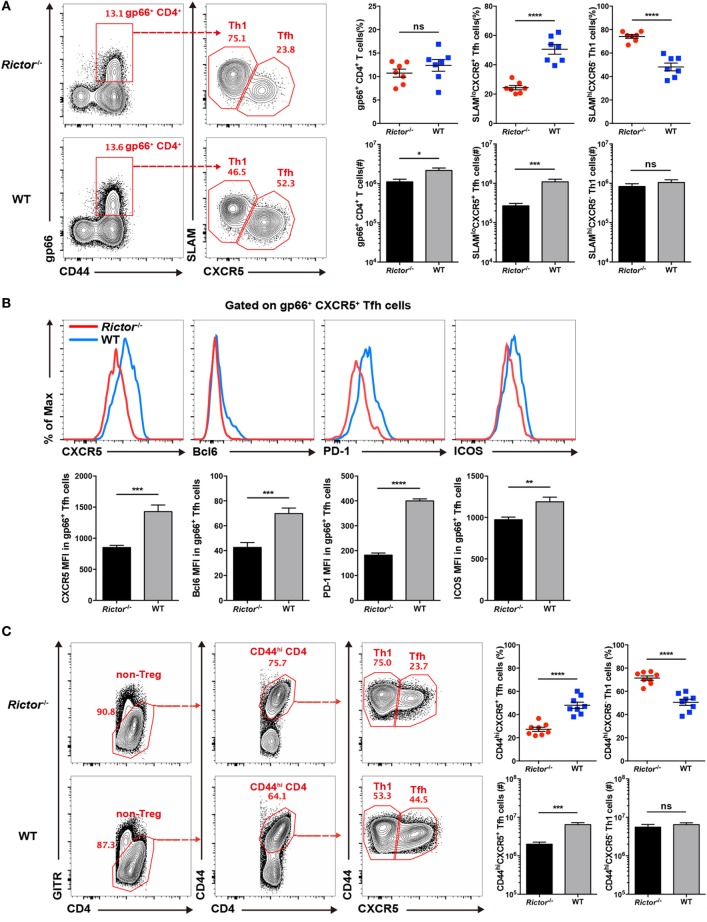

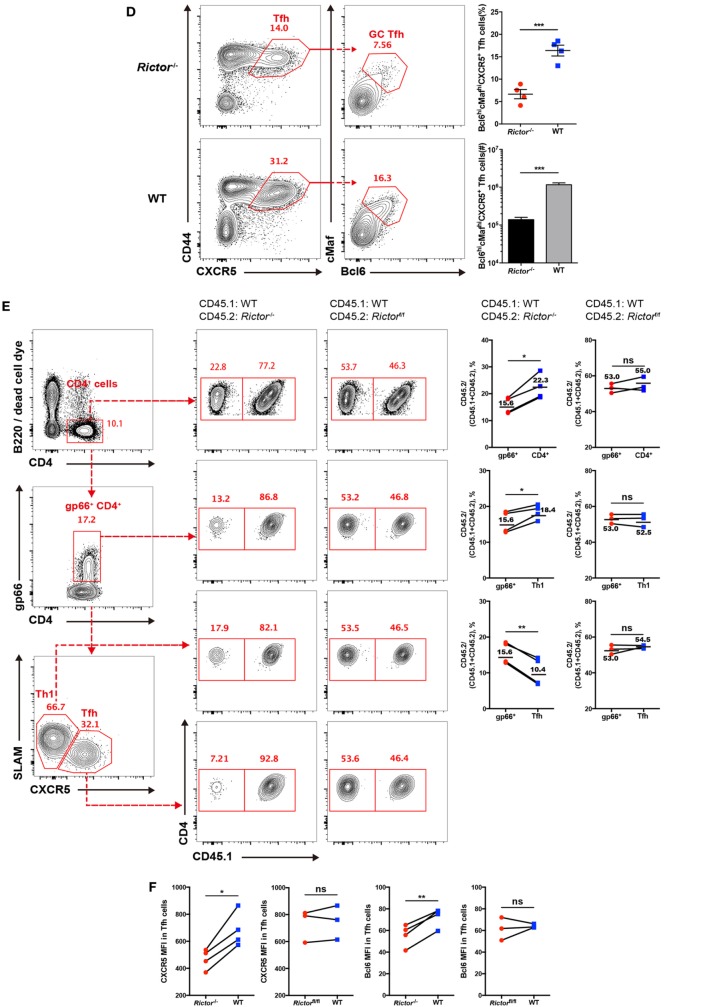
mTOR complex 2 is critical for follicular helper CD4^+^ T (T_FH_) differentiation during acute viral infection. **(A–D)** *Cd4-*Cre*Rictor*^fl/fl^ mice (*Rictor*^−/−^) and littermates *Rictor*^fl/fl^ (WT) mice were infected with lymphocytic choriomeningitis virus (LCMV) Armstrong, and CD4^+^ T cell responses were assessed in spleen at day 8 after infection. **(A)** Flow cytometry of T_FH_ (SLAM^lo^CXCR5^+^) and T_H_1 (SLAM^hi^CXCR5^−^) cells among gp66 tetramer-positive CD4^+^ T (gp66^+^ CD4^+^) cells of *Rictor*^−/−^ (top) and WT mice (bottom) (left), and summary of the frequency (top) and cell number (bottom) (right) (*n* = 8 mice per group). **(B)** Representative flow cytometry plots showing the expression levels of CXCR5, Bcl-6, PD-1, and ICOS on tetramer-positive T_FH_ cells as in **(A)** from *Rictor^−/−^* and WT mice (top), and summary of the mean fluorescence intensity (bottom) (*n* = 8 mice per group). **(C)** Flow cytometry of bulk activated T_FH_ (GITR^lo^CD44^hi^CXCR5^+^) and T_H_1 (GITR^lo^CD44^hi^CXCR5^−^) cells of *Rictor^−/−^* (top) and WT mice (bottom) (left), and summary of the frequency (top) and cell number (bottom) (right) (*n* = 8 mice per group). **(D)** Flow cytometry of germinal center T_FH_ cells (Bcl6^hi^cMaf^hi^) among bulk activated T_FH_ cells (GITR^lo^CD44^hi^CXCR5^+^) of *Rictor^−/−^* (top) and WT mice (bottom) (left), and summary of the frequency (top) and cell number (bottom) (right) (*n* = 4–5 mice per group). **(E,F)** Flow cytometry of CD4^+^ T cell responses in the spleen of KO versus WT bone marrow (BM) chimeras at 8 days after LCMV infection. KO BM chimeras were generated with a mixture of BM cells from *Rictor^−/−^* (CD45.2^+^) and C57BL/6J (WT) (CD45.1^+^) mice, and WT BM chimeras were reconstituted with a mixture of BM cells from *Rictor*^fl/fl^ (CD45.2^+^) and C57BL/6J (WT) (CD45.1^+^) mice. **(E)** Representative flow cytometry plots showing competitive contributions by CD45.2^+^ cells to the total CD4^+^, gp66^+^ CD4^+^, gp66^+^ T_FH_, and T_H_1 cell population in KO and WT BM chimeras (left). Comparison of the contribution of CD45.2^+^ cells to gp66^+^ CD4^+^ versus total CD4^+^, gp66^+^ CD4^+^ versus gp66^+^ T_FH_, and gp66^+^ CD4^+^ versus gp66^+^ T_H_1, respectively (right) (*n* = 4 mice per group). **(F)** Expression of CXCR5 and Bcl-6 in KO and WT BM chimeras (*n* = 4 mice per group). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 [unpaired **(A–D)** or paired **(E,F)** two-tailed *t*-test]. Data are representative of four **(A–D)** or two **(E,F)** independent experiments. Error bars are SEM **(A–F)**.

However, there was a potential concern that CD8^+^ T cells in *Rictor^−/−^* mice were also mTORC2 signaling deficient, which might impact the viral clearance rate and further confound T_FH_ responses. In addition, the impaired T_FH_ cell differentiation in *Rictor^−/−^* mice would result in poorer GC B cell responses, which in turn might negatively influence T_FH_ cell responses as a feedback loop. To more precisely assess the role of mTORC2 signaling in T_FH_ cell responses, we established bone marrow (BM) chimeras by transferring cell mixtures of BM cells derived from *Rictor^−/−^* mice (CD45.2^+^) (40%) and C57BL/6J mice (CD45.1^+^) (60%) into irradiated C57BL/6J recipients (CD45.1^+^). Control groups were also generated by transferring BM cell mixtures derived from *Rictor*^fl/fl^ mice (CD45.2^+^) (40%) and C57BL/6J mice (CD45.1^+^) (60%). After 8 weeks of reconstitution, we infected these BM chimeras with LCMV Armstrong and analyzed T_FH_ responses at day 8 after infection. First, we gated on the total CD4^+^ T cell population, CD4^+^gp66^+^ population, and gp66^+^ T_FH_ and T_H_1 populations, and then we compared the contribution of CD45.2^+^ cells derived from *Rictor^−/−^* or *Rictor*^fl/fl^ mice among these populations (Figure 2E). We found that CD45.2^+^ CD4^+^ T cells originating from *Rictor^−/−^* mice accounted for approximately 22.3% of the total CD4^+^ T cell population; however, CD45.2^+^ gp66^+^ cells of Rictor*^−/−^* origin accounted for approximately 15.6% of the total gp66^+^ T cell subset (Figure 2E). Moreover, *Rictor*-null CD45.2^+^ T_H_1 cells contributed approximately 18.4% of the total T_H_1 cells, while CD45.2^+^ T_FH_ cell derived from *Rictor^−/−^* mice contributed only approximately 10.4% of the total T_FH_ cells (Figure 2E). In control BM chimeras, however, CD45.2^+^ cells of *Rictor*^fl/fl^ origin exhibited a stable contribution from 52.53 to 55% among the total CD4^+^ T, CD4^+^gp66^+^, gp66^+^ T_H_1, and gp66^+^ T_FH_ populations (Figure 2E). Additionally, the expression levels of CXCR5 and Bcl-6 were reduced in *Rictor^−/−^* T_FH_ cells, but not *Rictor*^fl/fl^ T_FH_ cells, compared with the control group (Figure 2F). The results from the BM chimera model collectively illustrated that T_FH_ cell differentiation was specifically dampened in the absence of mTORC2 signaling, and more importantly, mTORC2 was required for T_FH_ differentiation in a cell-autonomous manner.

In addition to LCMV infection, we also analyzed T_FH_ responses in different immunization models by infecting *Rictor^−/−^* and WT mice with *Listeria monocytogenes* expressing a CD4^+^ T cell epitope derived from LCMV gp61-80 (LM-GP61). Phenotypes were observed on day 8 post-infection. In agreement with the results from the LCMV infection, both gp66^+^ and activated bulk T_FH_ cells from *Rictor^−/−^* mice exhibited decreased frequencies and cell numbers compared with *Rictor*^fl/fl^ littermates (Figure S2A in Supplementary Material). Additionally, similar results were obtained using the 4-hydroxy-3-NP-OVA immunization model (Figure S2B in Supplementary Material). Thus, mTORC2 signaling also played a critical role in T_FH_ cell responses in both bacterial and protein immunization models.

To exclude the possibility that impaired T_FH_ differentiation in *Rictor^−/−^* mice was due to defects in CD4^+^ T cells during T cell development or the naïve state, we assessed the frequencies and cell numbers of single CD4^+^ T cells, single CD8^+^ T cells, double-positive, and double-negative T cells in thymus and found no significant differences in these parameters except a slight increase in cell number of double-negative T cells in *Rictor^−/−^* mice (Figure S3A in Supplementary Material). We then compared total CD4^+^ T cell, CD4^+^CD62L^hi^ T cell, and CD4^+^CD44^hi^ T cell populations in spleens from *Rictor^−/−^* or WT mice in the naïve state and observed a slightly lower frequency but comparable cell number of total CD4^+^ T cells in the *Rictor^−/−^* group (Figure S3B in Supplementary Material). In addition, the other two populations both displayed similar cell frequencies and numbers between *Rictor^−/−^* and WT mice (Figure S3B in Supplementary Material). Therefore, we showed that the decrease in the T_FH_ cell population in *Rictor^−/−^* mice was not due to defects in T cell development and homeostasis. Notably, our previous data have shown that the loss of mTORC2 signaling does not alter the generation of T_FR_ cells (39), which indicates that the reduction of the T_FH_ cell population in *Rictor^−/−^* mice was probably not due to increased suppression by T_FR_ cells. Therefore, these data demonstrated that intact mTORC2 signaling was essential for effector T_FH_ cell differentiation in viral infection, bacterial infection, and protein immunization models.

### Intact mTORC2 Signaling Is Dispensable for T_FH_ Early Induction, but Critical for Late Maturation During T_FH_ Differentiation

To distinguish the role of mTORC2 in early commitment induction or late maturation during T_FH_ differentiation, respectively, we crossed *Rictor*^fl/fl^ mice with SMARTA mice to generate *Rictor*^fl/fl^-SMARTA mice, which enabled us to delete *Rictor* in SMARTA cells by transducing the humanized - *Cre* (call “h*Cre*” here) retroviral expression vector in activated SMARTA cells. To achieve this goal, we transduced activated SMARTA cells (CD45.1^+^) with h*Cre* expressing vector or control empty vector and then adoptively transferred them into WT C57BL/6J recipient mice (CD45.2^+^), which were subsequently infected with LCMV Armstrong. First, we assessed early T_FH_ differentiation at day 3 after infection, and interestingly, we found that h*Cre*-transduced (GFP^+^) SMARTA cells with *Rictor* knocked out showed a similar frequency of Tim3^lo^CXCR5^+^ T_FH_ cells to empty vector-transduced (GFP^+^) and non-transduced (GFP^−^) SMARTA cells (Figure 3A). This result suggested that early differentiated T_FH_ cells were dispensable for mTORC2 signaling.

**Figure 3:**
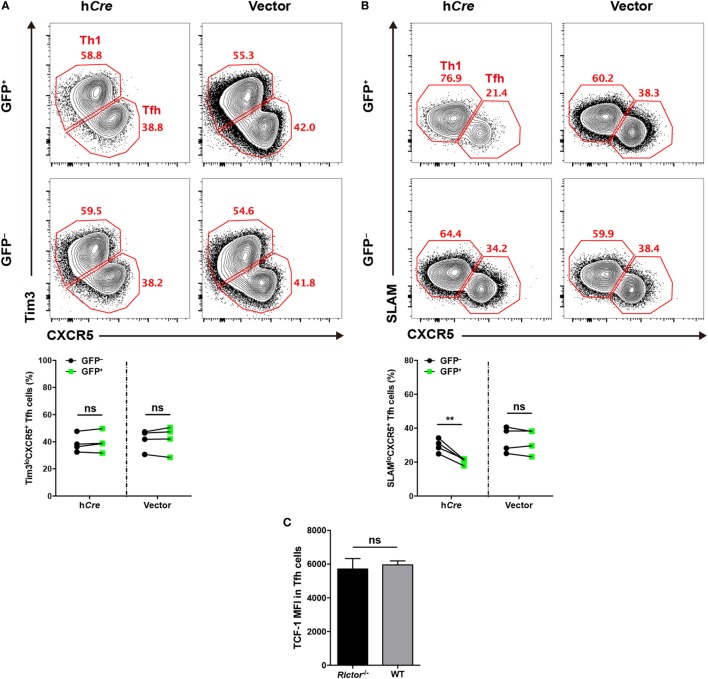
mTOR complex 2 is selectively required for late follicular helper CD4^+^ T (T_FH_) differentiation, but not early induction. **(A,B)** *Rictor*^fl/fl^-SMARTA cells were transduced with retrovirus expressing humanized-*Cre* (h*Cre*) or empty vector (vector) and then transferred cells into recipients (CD45.2^+^) and subsequently infected with lymphocytic choriomeningitis virus (LCMV). Flow cytometry of T_FH_ differentiation in *Rictor*^fl/fl^-SMARTA cells transduced (GFP^+^) with h*Cre* or vector, or non-transduced (GFP^−^) at day 3 **(A)** and 8 **(B)** after infection (*n* = 4 mice per group). **(C)** T cell factor-1 expression in early differentiated T_FH_ cells at day 3 after infection. *Rictor^−/−^* or WT SMARTA (CD45.1^+^) cells were adoptively transferred into naive C57BL/6J (CD45.2^+^) mice, following intravenously infection with 2 × 10^6^ plaque-forming units of LCMV and analyzed at day 3 after infection (*n* = 4–6 mice per group). ns, not significant, **p < 0.01 [paired two-tailed *t*-test **(A,B)**, unpaired two-tailed *t*-test **(C)**]. Data are representative of two **(A–C)** independent experiments. Error bars are SEM **(A–C)**.

Next, we estimated late T_FH_ differentiation at day 8 after infection in comparison to day 3, and we observed a lower abundance of SLAM^lo^CXCR5^+^ T_FH_ cells differentiating from h*Cre*-transduced SMARTA cells relative to their non-transduced compartments (Figure 3B). However, SMARTA cells transduced with empty vector expressing only GFP showed an equal frequency of T_FH_ cells compared with non-transduced ones (Figure 3B).

Additionally, we generated *Rictor*^fl/fl^*Cd4*-Cre-SMARTA mice (called “*Rictor^–/–^* SMARTA mice” here) by crossing *Rictor*^fl/fl^ *Cd4*-Cre mice with SMARTA mice to specifically delete *Rictor* in SMARTA cells. Then, we adoptively transferred *Rictor^−/−^* or WT SMARTA cells (CD45.1^+^) into C57BL/6J mice (CD45.2^+^) and subsequently infected these recipients with LCMV. At day 3 post-infection, we compared the expression of TCF-1 in early differentiated T_FH_ cells from *Rictor^−/−^* and WT SMARTA cells, respectively. It turned out that TCF-1 expression level was comparable between these T_FH_ cells, indicating that TCF-1 induction was independent of mTORC2 activity at the early T_FH_ differentiation (Figure 3C). Taken together, these data indicated that mTORC2 signaling was not required for early induction of T_FH_ cells, whereas it played a pivotal role in late maturation of T_FH_ cells.

### Defective Responses of mTORC2-Deficient T_FH_ Cells Lead to Impaired Humoral Immunity

Follicular helper CD4^+^ T cells provide help to cognate B cells to initiate GC reactions and promote the further differentiation of GC B cells into memory B cells and long-lived plasma cells (7). Given the crucial role of T_FH_ cell in B cell responses, the defective T_FH_ differentiation in the absence of mTORC2 appears to have a negative impact on B cell responses. To validate this hypothesis, we first compared the kinetics of GC B cells between *Rictor* null and WT mice at day 8, 10, and 15 after infection. As expected, we observed a great decrease in the frequencies and cell numbers of GC B cells, as defined by high expression of Fas (CD95) and peanut agglutinin (PNA) (Fas^hi^PNA^hi^) in *Rictor^−/−^* mice at all time points (Figure 4A). Likewise, we also observed similar alterations of GC B cells in the *Listeria*-gp66 and NP-OVA protein immunization model at day 8 after immunization (Figures S4A, B in Supplementary Material). In addition to the decrease in GC B cells, GCs in spleens from *Rictor^−/−^* mice were smaller than those in WT mice, and fewer mTORC2-deficient T_FH_ cells could enter and localize within GCs and B cell follicles than WT control (Figure 4B).

**Figure 4:**
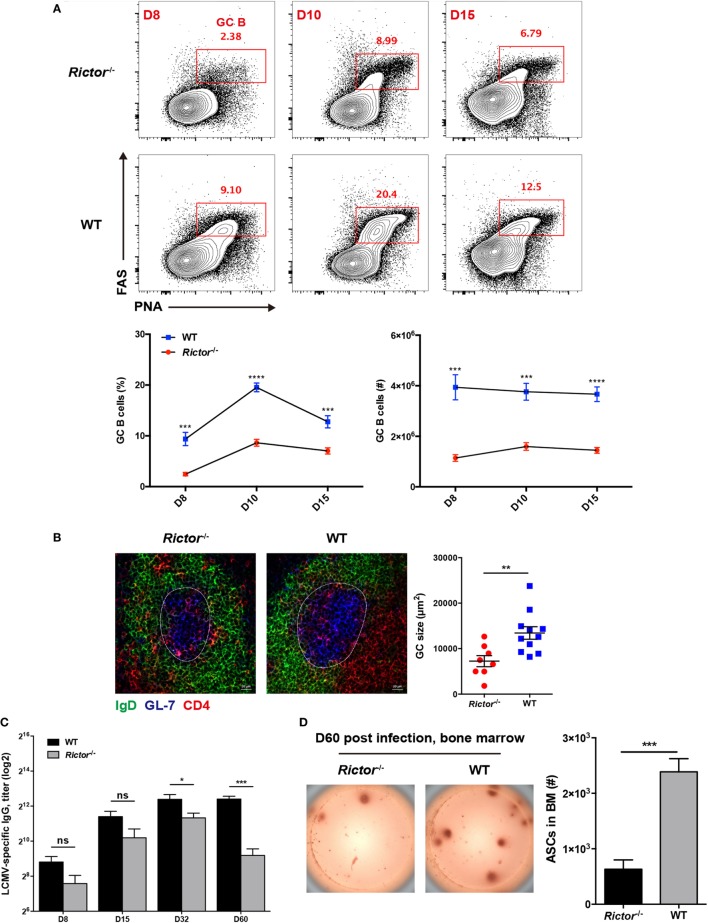
Impaired follicular helper CD4^+^ T (T_FH_) differentiation leads to repressed humoral immunity in *Rictor^−/−^* mice. **(A)** Representative flow cytometry plots showing germinal center (GC) B (peanut agglutinin^hi^FAS^hi^) cells in *Rictor^−/−^* versus WT mice at day 8, 10, and 15 after lymphocytic choriomeningitis virus (LCMV) infection (top). Summary of GC B cell frequency and cell number (bottom) (*n* = 5–8 mice per group). **(B)** Confocal microscopy analysis of GC histology in spleen sections from *Rictor^−/−^* and WT mice at day 8 after LCMV infection (green: IgD, blue: GL-7, red: CD4) (Scale bar: 100 µm) (left). Quantification of GC size (right) (*n* = 3 mice per group). **(C)** Titers of LCMV-specific immunoglobulin G in serum from *Rictor^−/−^* and WT mice at day 8, 15, 32, and 60 after LCMV infection were detected by enzyme-linked immunosorbent assay (*n* = 5–7 mice per group). **(D)** Numbers of LCMV-specific antibody-secreting cells (ASCs) in bone marrow from *Rictor^−/−^* and WT mice at day 60 after infection, calculated by the enzyme-linked immunospot assay (*n* = 5 mice per group). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 [unpaired two-tailed *t*-test **(A–D)**]. Data are representative of three **(A)** or two **(B–D)** independent experiments. Error bars are SEM **(A–D)**.

Next, we measured LCMV-specific IgG titers in sera at multiple time points after LCMV infection and found that IgG titers were not significantly reduced from day 8 to day 32 in *Rictor-*deficient compared to control mice; however, they were remarkably downregulated at day 60, indicative of impaired long-term antibody responses (Figure 4C). Consistently, GC-derived LCMV-specific ASCs in the BM were found to be greatly diminished in *Rictor^−/−^* compared with WT mice at day 60 post-infection (Figure 4D). Taken together, these data led to the notion that *Rictor*-deficient mice failed to sustain effective and long-term humoral immunity, which resulted from impaired T_FH_ differentiation.

### mTORC2 Regulates Migratory and Functional Properties of Differentiated T_FH_ Cells

Next, we further investigated how mTORC2 regulated T_FH_ cell differentiation and consequently affected humoral immunity. Cognate interactions between T_FH_ and B cells are essential for priming and maintenance of GC responses (50–52), differentiation of memory B cells and long-lived plasma cells (21, 53, 54), and complete differentiation of T_FH_ cells (5, 9, 55). We investigated whether mTORC2 signaling was responsible for the formation of T cell–B cell junctions. To achieve this goal, we constituted SMARTA chimeras by adoptively transferring *Rictor*^fl/fl^*Cd4*-Cre-SMARTA (called “*Rictor^–/–^* SMARTA” here) or WT SMARTA cells (CD45.1^+^) into C57BL/6J mice (CD45.2^+^) and subsequently infecting these recipients with LCMV. At day 8 after infection, SMARTA T_FH_ cells were sorted from *Rictor^−/−^* and WT SMARTA chimeras and cultured with LPS-activated B cells pulsed or not with gp66 peptide. The T cell–B cell conjugates, which were identified as CD4^+^B220^+^ doublets, were quantified by flow cytometry. We found that the frequency of T cell–B cell conjugates was substantially higher in gp66-pulsed groups than unpulsed negative controls (Figure 5A). Of note, a similar frequency of T cell–B cell conjugates was observed between the *Rictor^−/−^* and WT group in the presence of gp66 (Figure 5A), and similar results were observed using gp66 tetramer^+^ T_FH_ cells sorted from *Rictor^−/−^* and WT mice (Figure S5A in Supplementary Material). These data indicated that the cell adhesion between T_FH_ and B cells was independent of mTORC2 signaling.

**Figure 5:**
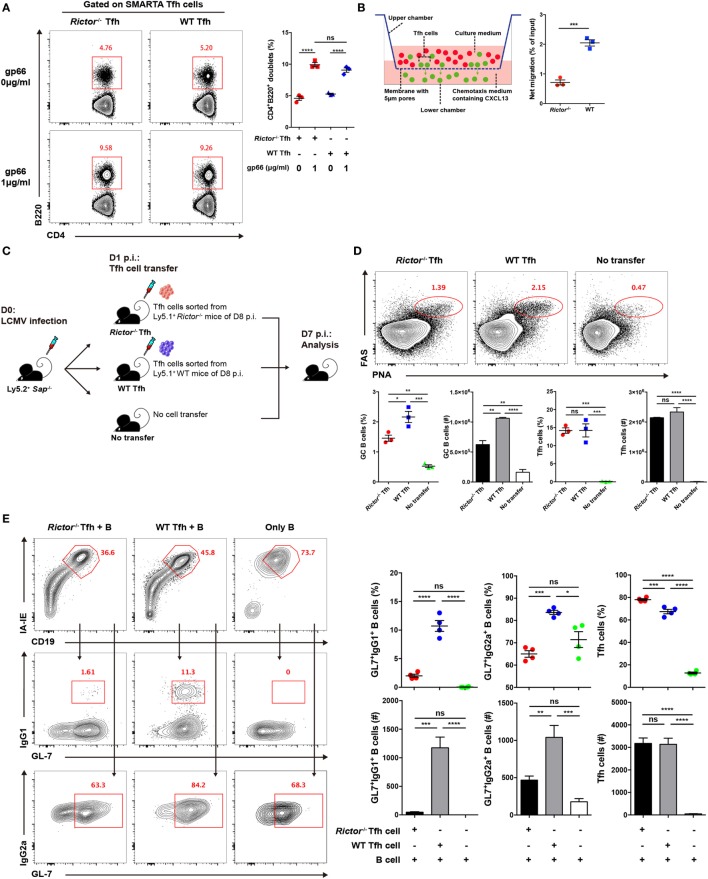
mTOR complex 2 plays an essential role in regulating the migratory ability and effector function of follicular helper CD4^+^ T (T_FH_) cells. **(A)** *Rictor^−/−^* or WT SMARTA T_FH_ cells were incubated with LPS-activated B cells pulsed with cognate gp66-peptide or unpulsed (left). The frequency of T cell–B cell conjugates among total SMARTA T_FH_ cells was quantified by flow cytometry (right) (*n* = 3 samples per group). **(B)** Working model of the chemotaxis transwell assay for T_FH_ cells (left). The absolute number of migrated T_FH_ cells was quantified by flow cytometry, and the net migration efficiency (% of input) was calculated (right) (*n* = 3 samples per group). **(C)** Experimental setup of the *in vivo* T_FH_ function assay. **(D)** Representative flow cytometry results of the *in vivo* T_FH_ function assay (top), *Sap^−/−^* mice receiving exogenous T_FH_ cells from *Rictor^−/−^* (left) and WT mice (middle) or negative control without cell transfer (right) (top). Summary of frequency and total number of germinal center B cell and exogenous transferred T_FH_ cells in *Sap^−/−^* host mice (bottom) (*n* = 3 mice per group). **(E)** *In vitro* T_FH_ function assay assessed at day 4 after culture. Flow cytometry of immunoglobulin G (IgG1)^+^GL-7^+^ and IgG2a^+^GL-7^+^ GC-like B cells cultured with *Rictor^−/−^* or WT T_FH_ cells or in the absence of T_FH_ cells (left). Quantification of the frequencies and total numbers of IgG1^+^GL-7^+^, IgG2a^+^GL-7^+^ GC-like B cells and T_FH_ cells in culture (right) (*n* = 4 samples per group). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 [unpaired two-tailed *t*-test **(B)**, one-way ANOVA with multiple comparisons **(A,D,E)**]. Data are representative of two **(A–E)** independent experiments. Error bars are SEM **(A,B,D,E)**.

High expression of CXCR5 in T_FH_ cells facilitates the response of these cells to the chemokine CXCL13 and migration toward B cell follicles (1–6), where they can engage cognate B cells. Next, to determine whether mTORC2 regulates T_FH_ cell responses by altering its migratory pattern, we conducted a transwell migration assay to analyze the mobility of the T_FH_ cells and ability to directionally respond to CXCL13. We added equal numbers of WT and *Rictor^−/−^* T_FH_ cells in the upper chamber of the transwell plate and added medium supplemented with or without CXCL13 in the lower chamber. After 3 h of migration, we found that the number of migrated *Rictor^−/−^* T_FH_ cells was largely decreased compared with the WT controls (Figure 5B), suggesting an impairment of the migratory potential of T_FH_ cells lacking mTORC2 signaling in response to CXCL13, which might result in reduced colocalization of T_FH_ and GC B cells and, therefore, constrained T_FH_ differentiation and GC responses.

Finally, we assessed the impact of mTORC2 signaling on the capacity of T_FH_ cells to provide the helper signals for B cell survival and activation. To evaluate the helper function of T_FH_ cell *in vivo*, we sorted fully differentiated T_FH_ cells from day 8-infected *Rictor^−/−^* or WT mice (CD45.1^+^) and transferred equal number of these cells into *Sh2d1a^−/−^* (called *Sap^−/−^* here) (CD45.2^+^) recipients at day 1 of infection (Figure 5C). At day 7 after infection of recipients (6 days after cell transfer), we observed a distinct Fas^hi^PNA^hi^ GC B cell population in mice that received exogenous T_FH_ cells from *Rictor^−/−^* or WT donor, while mice without cell transfer displayed barely detectable GC B cells (Figure 5D). Additionally, the number of transferred T_FH_ cells was minimally altered (Figure 5D). Importantly, we found that mice that received *Rictor^−/−^* T_FH_ cells exhibited an approximately 2-fold lower frequency and number of GC B cells than control mice (Figure 5D), which suggested a disrupted effector function of *Rictor*-deficient T_FH_ cells.

To further confirm this point, we utilized another approach to assess T_FH_ function *in vitro*. We sorted fully differentiated T_FH_ cells from *Rictor^−/−^* or WT mice and B cells from C57BL/6J mice at day 8 after infection of LCMV and then cultured T_FH_ cells with B cells for 4 days in the presence of anti-CD3 and anti-IgM. Next, we found that the B cells cultured with WT T_FH_ cells formed a distinct population of germinal center-like B cells determined by high expression of IgG1 and GL-7 (IgG1^hi^GL-7^hi^) or IgG2a and GL-7 (IgG2a^hi^GL-7^hi^), whereas B cells cultured with *Rictor^−/−^* T_FH_ cells exhibited a much lower frequency and cell number of activated B cells than that in the WT group (Figure 5E). Moreover, the numbers of *Rictor^−/−^* and WT T_FH_ cells were comparable after 4 days of culture (Figure 5E). These data suggested that mTORC2 signaling was essential for the effector function of already differentiated T_FH_ cells to promote B cell differentiation. Therefore, activated B cell responses critically depended on the presence of cognate T_FH_ cells with competent mTORC2 signaling.

### mTORC2 Plays an Essential Role in T_FH_ Cell Lineage Identity

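The deposited arrays hold 4 samples of T_FH_ cells from the spleens of mice at day 8 after infection with LCMV Armstrong, 2 from *Rictor-/-* mice and 2 from WT mice. Rictor is the subunit that defines mTORC2, and its gene is deleted in these mice by a Cre recombinase active in T cells. Each array is labelled a separate biological replicate of pooled mice. The legend of Figure 6 gives 6 *Rictor-/-* and 4 WT mice per group, while the series description gives at least 5 mice per sample. Arrays of T_H_1 cells were not analysed here. *Rictor* itself was read by 5 probe sets. In the brightest, the intensities were 267 and 279 in the *Rictor-/-* arrays and 334 and 303 in the WT arrays, a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.0366 from limma), and in the other 4 it lay between -0.03 and 0.11. That call did not hold without the trend in mean signal (adjusted p = 0.0638), with the mean of all probe sets (log2 fold change -0.014), in 3 of the 4 fits with an array left out, or with adjustment over all probe sets (adjusted p = 0.0868 from limma). Which exons these probe sets cover is not given in the sources used here, and a probe set outside the deleted exons does not check the deletion. The paper itself reports *Rictor* mRNA as undetectable in T_FH_ and T_H_1 cells sorted from *Rictor-/-* mice (Figure S1A). It also reports that stimulation did not induce mTORC2 activity in their CD4+ T cells (Figure S1B).

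The deposited values are intensities of 45037 probe sets of a 1-colour Affymetrix mouse array on a linear scale. The authors' processing notes name MAS5 and RMA, and which of them made these values is not given in the sources used here. The median intensity lay between 20.0 and 20.4 on the 4 arrays, so that scaling between arrays had been done before deposit. The values were taken to log2(intensity + 16), which shrinks the fold change of dim genes. Each of 18193 genes was represented by the probe set named for that gene alone with the highest mean over the 4 arrays, and the groups were compared with limma, with Benjamini-Hochberg adjustment over the genes. The replicates correlated at 0.998 within both groups on this scale (Pearson's r across probe sets), and arrays of different groups at 0.993 to 0.994. The number of arrays limits the precision, and the p-values measure the spread between the 2 pools of a group.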

To understand the molecular mechanisms by which mTORC2 transcriptionally regulates T_FH_ differentiation and function, we sorted T_FH_ and T_H_1 cells from *Rictor^−/−^* and WT mice at day 8 after infection and performed gene expression microarray analysis. 

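Effector and cytotoxic genes were among the most raised in *Rictor-/-* T_FH_ cells. Of 18193 genes, 2281 were higher and 1306 were lower in *Rictor-/-* than in WT T_FH_ cells at an adjusted p under 0.05 from limma. Most of these differences were small on the log2(intensity + 16) scale. There, 228 of the higher and 65 of the lower genes differed by at least 1.5-fold. Counts at this cutoff depended on the processing. Without a test they were 229 higher and 65 lower, against 407 and 105 by the ratio of linear means. With 1 added instead of 16 they were 380 and 98, and with the mean of all probe sets of a gene 142 and 32. The gene with the largest rise was *Gdpd3*, which encodes a lysophospholipase D, at an intensity of 571 ± 20.5 in *Rictor-/-* and 22.8 ± 3.90 in WT T_FH_ cells (SD, n = 2 each). *Gzma*, encoding the cytotoxic protease granzyme A, was at 1910 ± 124 against 370.0 ± 15.9 (SD, n = 2 each), a log2 fold change of 2.32 (standard error 0.06, adjusted p = 1.49e-10 from limma). The other 8 of the 10 largest rises were those of *Plac8*, *Ifitm1*, *Pik3ap1*, the chemokine gene *Ccl3*, *Rpl39l*, *Jchain*, *AA467197* and *Klrk1*, which encodes the activating receptor NKG2D. Their log2 fold changes ran from 1.45 to 1.75.

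On the log2(intensity + 16) scale, the gene with the largest fall was *Ddit4*, which encodes the mTORC1 inhibitor REDD1. Its intensity was 328 ± 1.89 in *Rictor-/-* and 870 ± 30.7 in WT T_FH_ cells (SD, n = 2 each), a log2 fold change of -1.36 (standard error 0.05, adjusted p = 1.08e-08 from limma). By the ratio of linear means *Sox4*, *Ntrk3* and *Nav2* fell further, and so did *H2-Q2*, for which the fall is only a bound since its intensity in *Rictor-/-* T_FH_ cells lay below the median of all probe sets. On the log2 scale *Ntrk3* followed at -1.36, the transcription factor gene *Sox4* at -1.29, *H2-Q2* at -1.22, *Coro2b* at -1.19 and *Tgfbr3*, which encodes a TGF-β co-receptor, at -1.17. *Rnf144a* was at -1.11, *Nav2* at -1.06, the chemokine receptor gene *Ccr6* at -1.01 and *Tnfsf11*, which encodes RANKL, at -0.96. The probe sets of *Pik3ap1*, *Ntrk3*, *Sox4*, *Tgfbr3* and *Nav2* did not all move the same way. With a WT array left out, the count of called genes fell from 3587 to 1460 (without WT replicate 1) or 1428 (without WT replicate 2).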

Microarray analysis showed that 561 genes were upregulated and 201 genes were downregulated in *Rictor*-deficient T_FH_ cells relative to their WT counterparts (Table S3 in Supplementary Material). To further analyze the transcriptomic alterations in *Rictor^−/−^* T_FH_ cells, we next selected sets of genes from published datasets (GEO accession codes GSE21379 and GSE21381) that are upregulated and downregulated in T_FH_ cells compared with non-T_FH_ cells (56), for GSEA. GSEA analysis illustrated that the genes related to the T_FH_ cell signature (upregulated in T_FH_ cells) were more enriched in WT T_FH_ cells, but not *Rictor^−/−^* T_FH_ cells (Figure 6A). By contrast, *Rictor^−/−^* T_FH_ cells showed enrichment for the gene set associated with the non-T_FH_ lineage (downregulated in T_FH_ cells) (Figure 6A). 

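Most genes of the T_FH_ program that changed were lower in *Rictor-/-* T_FH_ cells. A list of 39 T_FH_ genes, written after the study's tables and figures had been read and before the deposited values were seen, stands here for the published gene set, which was not used here. Of its 36 measured members, 24 were lower and 3 higher in *Rictor-/-* T_FH_ cells at an adjusted p under 0.05 from limma, and 9 did not pass (26 lower and 3 higher when adjusted over the list alone). *Bcl6*, the lineage-defining transcription factor gene, was at an intensity of 220 ± 16.8 in *Rictor-/-* and 437 ± 41.8 in WT T_FH_ cells (SD, n = 2 each). *Tox2*, encoding another transcription factor of T_FH_ cells, was at 1803 ± 51.8 against 3257 ± 79.6 (SD, n = 2 each). Lower by 0.72 to 0.84 on the log2 scale were *St6gal1*, a sialyltransferase gene, *Maf* and *P2rx7*, which encodes an ATP receptor. *Sostdc1* was at a log2 fold change of -0.57 and *Cxcr4* at -0.44. The 3 higher members were *Il1r2*, which encodes the decoy receptor for IL-1 and rose by 1.10 on the log2 scale, *Slamf6* at 0.21 and *Batf* at 0.15. *Icos*, the gene of the co-stimulatory receptor, was at 0.0033 and *Cd200* at 0.08, and neither passed the test. The paper reports a lower frequency of Bcl6 hicMaf hi GC T_FH_ cells among CXCR5+ T_FH_ cells of *Rictor-/-* mice (Figure 2D). Arrays of pooled cells do not separate a lower level per cell from such a change in the mix, which was not tested.

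The list's median log2 fold change was -0.40, lower than that of other genes (adjusted p = 3.58e-15 from limma's camera with a preset correlation of 0.01, over 19 lists). The adjusted p was 0.0714 with an estimated correlation. Without the RT-qPCR genes and those of Figure 6B, which the study picked from these arrays, the 15 remaining members had a median log2 fold change of 0.0033 and the list no longer passed (adjusted p = 0.188 from camera). Of the 36 genes, 19 stand in Table S3, which lists genes by a 1.5-fold cutoff on these same arrays. The 17 others had a median of -0.08 (adjusted p = 0.0197 from camera, a test added after the data were seen). Leaving genes out by their change makes the median of the rest small, so that this is no check of the list.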

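Most genes in a list of T_H_1 and cytotoxic effector genes were higher in *Rictor-/-* T_FH_ cells. Of its 48 measured members, 38 were higher and 1 was lower at an adjusted p under 0.05 from limma, and 9 did not pass (38 higher and 2 lower when adjusted over the list alone). The granzyme gene *Gzmk* was at an intensity of 2309 ± 40.2 in *Rictor-/-* and 862 ± 33.9 in WT T_FH_ cells (SD, n = 2 each). *Klrd1*, which encodes the receptor chain CD94, was at 1553 ± 42.2 against 661 ± 5.67, and *Klrg1*, a marker of terminal effector cells, at 707 ± 16.2 against 260 ± 4.79 (SD, n = 2 each). Smaller rises were found for *Prf1*, the perforin gene, at a log2 fold change of 0.71, *Gzmb* at 0.64, *Eomes* at 0.58, *Prdm1*, which encodes Blimp-1, at 0.46 and *Ifng* at 0.30. *Tbx21*, the gene of the T_H_1 transcription factor T-bet, was at -0.12 and did not pass, nor did *Il12rb1*, *Il18r1*, *Runx3* and *Tnf*, with values from -0.16 to 0.05, and the lower member was *Cxcr3* at -0.19. The list's median log2 fold change was 0.55 (adjusted p = 1.44e-25 from camera, and adjusted p = 0.0714 with an estimated correlation). Of the 48 genes, 27 stand in Table S3, which comes from these arrays and was read before the list was written, so that the list is not independent evidence. Without the genes of Table S3, a test added after the data were seen, the median of the remaining 21 was 0.17 (adjusted p = 5.99e-06 from camera). This removal selects genes by their change on these arrays, so that it is no check of the list.

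Mitosis genes rose as well. Of 46 measured, 44 were higher in *Rictor-/-* T_FH_ cells and none was lower (45 higher when adjusted over the list alone), among them *Nusap1*, *Spc25*, *Cep55* and *Cdk1* with log2 fold changes from 0.94 to 0.99. The list's median was 0.54 (adjusted p = 1.41e-31 from camera, and adjusted p = 0.0714 with an estimated correlation). Of the 46 genes, 32 stand in Table S3, and the 14 others had a median of 0.43 (adjusted p = 3.45e-10 from camera). That split, added after the data were seen, also selects by the change itself and is no check of the list. Markers of other cells that a sort of CXCR5+ CD4 cells could hold moved with these genes in part. Of 36 myeloid genes, 13 were higher and none was lower (14 higher when adjusted over the list alone), with *Lyz2* at an intensity of 107 ± 7.37 against 56.4 ± 2.41 (SD, n = 2 each). Of 30 B cell and plasma cell genes, 8 were higher and 3 lower (9 and 3 when adjusted over the list alone), with *Jchain* at 366 ± 17.9 against 120 ± 9.49 (SD, n = 2 each). Of 13 NK and CD8 genes, 3 were higher and 2 lower (4 and 2 when adjusted over the list alone), with *Cd8b1* at 131 ± 11.5 against 86.2 ± 5.62 (SD, n = 2 each) and *Cd8a* at a log2 fold change of 0.0035. The 2 lower genes, *Klra1* and *Klrc2*, lay below the median of all probe sets, where a change is not reliable, and the 5 members above it had a median log2 fold change of 0.35.

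**Figure D1:**
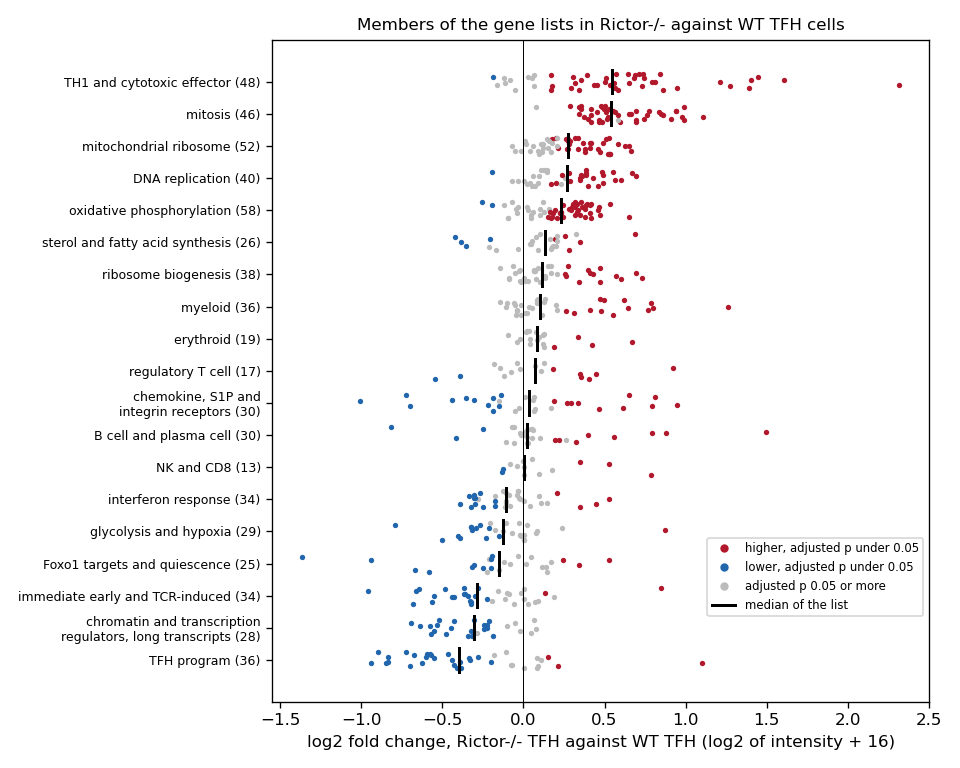
Log2 fold change of each measured member of the 19 tested gene lists, *Rictor-/-* against WT T_FH_ cells (x axis, log2 of intensity + 16), with 1 row per list and the number of members in brackets. Red and blue points passed the test as higher or lower, grey points did not, and the black bar is the list's median, which runs from -0.40 for the T_FH_ program to 0.55 for the T_H_1 and cytotoxic effector genes.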

We then assessed 71 genes from the GSEA results and observed a distinct gene expression profile between *Rictor^−/−^* T_FH_ cells and WT T_FH_ cells (Figure 6B). These results suggested that mTORC2 signaling deficiency resulted in disruption of T_FH_ lineage specification.

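The genes of the heat map lay apart in the 2 groups. Of its 71 genes, as read from Figure 6B, 69 were measured here, and 68 differed in the direction the figure shows at an adjusted p under 0.05 from limma. Since the study picked these genes from the same arrays, their direction is not independent evidence. Of the 34 measured genes shown higher in WT, 33 were lower in *Rictor-/-* T_FH_ cells, with a median log2 fold change of -0.63 over the 34. Among them the cytokine gene *Il21* was at an intensity of 385 ± 2.19 in *Rictor-/-* and 730.3 ± 21.6 in WT T_FH_ cells (SD, n = 2 each), and *Cd22*, better known from B cells, was at 392 ± 1.00 against 703 ± 0.778 (SD, n = 2 each). *Egr1* and *Egr2*, genes induced by T cell receptor signals, were at log2 fold changes of -0.64 and -0.55. The exception was *Ascl3*, at an intensity of 11.7 ± 1.64 against 11.5 ± 0.818 (SD, n = 2 each), below the median of all probe sets in both groups. A small change would not be seen at that level, and a clearly higher level in WT was not found. All 35 measured genes shown higher in *Rictor-/-* were higher, with a median log2 fold change of 0.92. *Cx3cr1*, a chemokine receptor gene of effector cells, was at 0.95 and *Id2*, which encodes an inhibitor of E proteins, at 0.57. No probe set was named for *Tcf7* alone. From the set enrichment and this profile, the paper proposes that loss of mTORC2 signaling disrupted T_FH_ lineage specification.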

**Figure 6:**
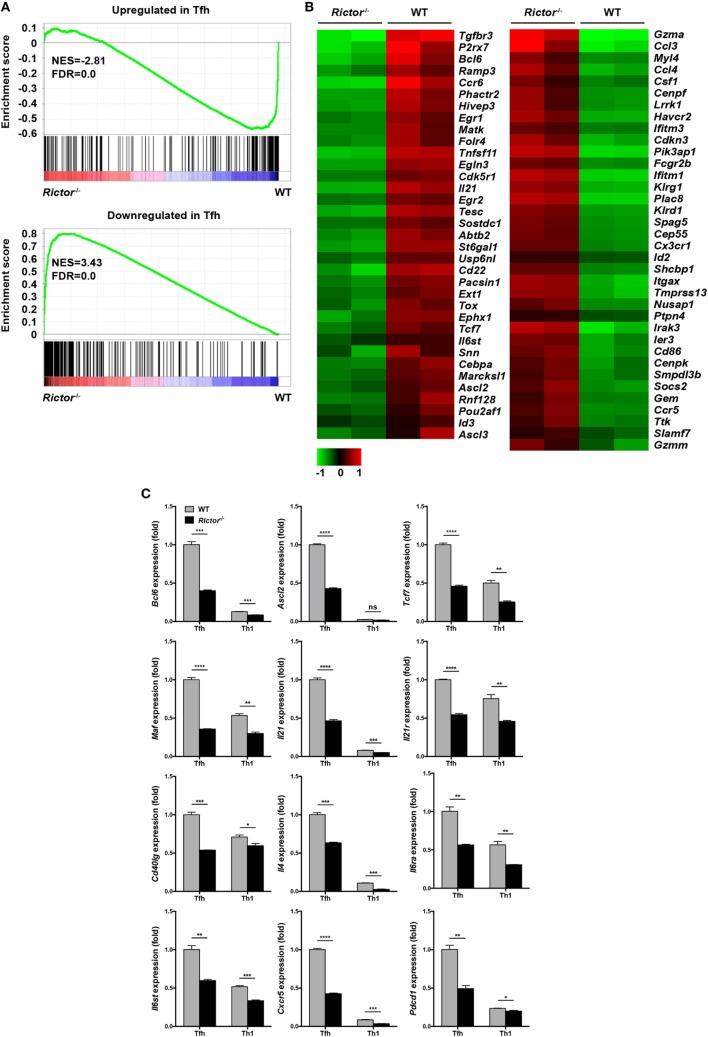
mTOR complex 2 transcriptionally regulates signature programming of follicular helper CD4^+^ T (T_FH_) cells. **(A)** Gene-set-enrichment analysis of gene signatures that were upregulated (top) or downregulated (bottom) in T_FH_ cells relative to their expression in non-T_FH_ cells, T_FH_ cells were sorted from *Rictor^−/−^* and WT mice at day 8 after infection with lymphocytic choriomeningitis virus (GEO accession codes GSE21379 and GSE21381). **(B)** Heat-map representation of the expression of the top 71 genes selected from **(A)**. Red, high gene expression; green, low gene expression. **(C)** RT-quantitative polymerase chain reaction of selected 12 genes from the microarray data (see Table S3 in Supplementary Material) normalized to the expression level in WT T_FH_ cells (*n* = 3 samples per group). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 [unpaired two-tailed *t*-test **(C)**]. Data are from one experiment with two biological replicates pooled from six *Rictor^−/−^* mice and four WT mice per group **(A,B)** or are representative of two independent experiments **(C)**. Error bars are SEM **(C)**.

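The 12 genes chosen by the study for RT-qPCR are *Bcl6*, *Ascl2*, *Tcf7*, *Maf*, *Il21*, *Il21r*, *Cd40lg*, *Il4*, *Il6ra*, *Il6st*, *Cxcr5* and *Pdcd1*. On the arrays 11 of them were measured, and 9 were lower in *Rictor-/-* than in WT T_FH_ cells at an adjusted p under 0.05 from limma (9 when adjusted over the list alone, which is not independent evidence since the study chose them on these samples). *Cxcr5*, the gene of the chemokine receptor that guides T_FH_ cells into follicles, was at an intensity of 504 ± 1.21 in *Rictor-/-* and 829 ± 25.0 in WT T_FH_ cells (SD, n = 2 each). *Pdcd1*, encoding PD-1, was at 442 ± 17.1 against 656 ± 26.6, and *Il6ra*, encoding the IL-6 receptor, at 315 ± 26.8 against 484 ± 19.5 (SD, n = 2 each). Their log2 fold changes were -0.70 (standard error 0.05), -0.55 (standard error 0.05) and -0.60 (standard error 0.06), against -0.94 for *Bcl6* and -0.90 for *Il21*. The falls of *Ascl2*, *Il21r* and *Il6st* were smaller, at -0.41, -0.34 and -0.33, with adjusted p-values of 0.00268, 0.0045 and 0.00265 from limma. *Il4* was at 51.3 ± 3.73 against 54.9 ± 3.90 and *Cd40lg* at 20.2 ± 2.66 against 22.0 ± 2.36 (SD, n = 2 each), and neither passed the test (adjusted p = 0.65 and 0.614 from limma). The intensity of *Cd40lg* lay near the median of all probe sets, so that a change in it would be hard to detect. The probe sets of *Maf* (-0.94 to 0.09) and *Il6st* (-0.44 to 0.08) did not all move the same way, and 8 of the 11 genes passed with the mean of all probe sets. With either WT array left out, 7 of the 11 genes passed, and the call on *Il6st* ended in both cases.

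**Figure D2:**
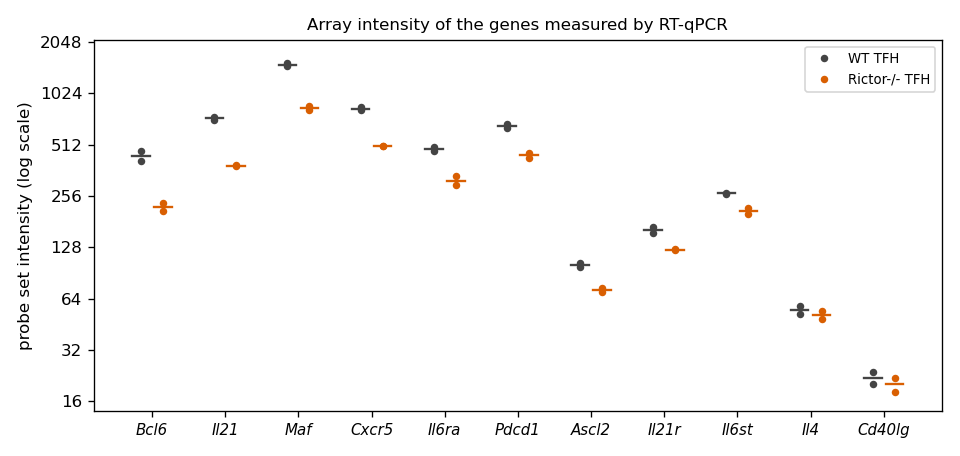
Probe set intensity (y axis, log scale) of the 11 measured RT-qPCR genes, ordered by fold change, in WT (grey) and *Rictor-/-* (orange) T_FH_ cells. Each point is an array and each bar the mean of the 2 arrays of a group. *Bcl6*, at the left, has the largest difference, and the points of *Il4* and *Cd40lg*, at the right, overlap between the groups.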

Next, we selected several genes that are closely involved in T_FH_ differentiation and function from the microarray results and confirmed their alterations by quantitative polymerase chain reaction (qPCR) (Figure 6C). We noted that the expression of *Bcl6, Ascl2, and Tcf7*, which encode key transcription factors in T_FH_ cells, were remarkably downregulated in *Rictor*-deficient T_FH_ compared with WT T_FH_ cells (Figure 6C). Moreover, we also found that *Rictor^−/−^* T_FH_ cells exhibited a lower mRNA abundance of *Maf*, a c-Maf encoding gene, which induces the expression of IL-21 in T_FH_ cells to support GC development (57, 58) (Figure 6C). Accordingly, both the levels of *Il21* and *Il21r* were downregulated in *Rictor*-null T_FH_ compared with WT cells (Figure 6C). Similarly, the expression levels of *Cd40lg* and *Il4*, encoding CD40L and IL-4 to promote B cell differentiation, were lower in *Rictor^−/−^* T_FH_ cells (Figure 6C). Additionally, the expression levels of both *Il6ra* and *Il6st*, which encode the IL-6R and gp130 receptors for IL-6, respectively, and are essential for instructing early T_FH_ differentiation, were decreased in *Rictor^−/−^* T_FH_ cells (13, 59) (Figure 6C). In addition, we observed a reduction of *Cxcr5* and *Pdcd1*, which respectively encode the T_FH_ distinguishing markers CXCR5 and PD-1 in *Rictor^−/−^* T_FH_ cells (Figure 6C). These data suggested that mTORC2 played a critical role in maintaining both T_FH_ lineage identity and functionality.

## Discussion

In this study, we focused on dissecting the role of mTORC2 in the temporal regulation of T_FH_ differentiation and effector function upon viral infection. mTORC1 responds to diverse environmental cues, including amino acids, stress, oxygen, energy, and growth factors (25), while mTORC2 is insensitive to nutrients but activated by growth factors (60); however, knowledge is scarce regarding mTORC2 stimuli compared with mTORC1. In our study, we demonstrated that the combination of ICOS and CD3 acted as upstream activators of mTORC2 signaling in T_FH_ cells. Moreover, we found that T_FH_ cells exhibited higher mTORC2 activity than T_H_1 cells upon stimulation, suggesting that T_FH_ cells might be dependent on mTORC2 activity to a greater degree. Accordingly, the generation of T_FH_ cells, not T_H_1 cells, was specifically impaired after deletion of *Rictor*, implying that T_FH_ cells were more sensitive to reduced mTORC2 activity. Furthermore, we found that mTORC2 was required for full differentiation of T_FH_ cells in the B cell-dependent phase, but not priming. In addition to T_FH_ generation, mTORC2 was also necessary for T_FH_ effector functions for helping B cells. Therefore, both lower total numbers and defective functions of T_FH_ cells synergistically resulted in aberrant humoral immunity, characterized by decreased GC B cells, a smaller GC size, poor production of virus-specific IgG, and diminished ASCs in BM. These data collectively indicated a crucial role of mTORC2 signaling in the full commitment of T_FH_ cells and humoral immunity.

Two groups recently reported that mTORC2 signaling regulates T_FH_ differentiation and GC responses in the mesenteric lymph nodes and PPs under the steady state as well as upon protein immunization *via* distinct mechanisms (41, 42). Yang and colleagues found that mTORC2 promoted T_FH_ cell survival but did not affect proliferation through the phosphorylation of AKT (42). In addition, they showed that the mTORC2–AKT–TCF-1 axis was important for T_FH_ differentiation (42). Another group showed that ICOS-mTORC2-Foxo1 signaling axis was required for T_FH_ differentiation by promoting glucose metabolism and the T_FH_ transcriptional program (41). Moreover, they observed a reduction of T_FH_ and GC B cells after abrogation of mTORC2 signaling in the LCMV acute infection model, which was repeatable in our study (41). However, these studies did not dissect the different roles of mTORC2 in early and late stages during T_FH_ differentiation, respectively, nor assess the influence of mTORC2 on T_FH_ effector functions. Here, we provided unambiguous evidence showing that mTORC2 signaling was required for the late, but early priming, stage of T_FH_ differentiation; in addition, mTORC2 was important for supporting T_FH_ effector functions.

The complete differentiation and maintenance of T_FH_ cells depends on the necessary signals, including CD80, CD86, ICOSL, and CD40, provided by cognate B cells (61–64). To receive signals from B cells, it is critical for T_FH_ cell to migrate to B cell follicles and colocalize with B cells after priming, and subsequently to form T cell–B cell junctions. Although we found that T cell–B cell adhesion was not affected by mTORC2, the T_FH_ migratory capacity in responses to CXCL13 was impaired in the absence of mTORC2, which resulted from downregulated CXCR5 expression. Furthermore, it has been reported that mTORC2 regulates cytoskeletal remodeling and cell migration by phosphorylating a series of proteins of PKC family, including PKC-α, PKC-δ, PKC-ζ, PKC-γ, and PKC-ε (65–69). Therefore, in addition to downregulated CXCR5 expression, mTORC2 may play a potential role in modulating T_FH_ cell migration *via* the mTORC2–PKC axis; however, the underlying mechanisms remain unclear and merit further exploration. Taken together, a compartmental segregation between T_FH_ and B cells formed after abrogation of mTORC2 signaling, preventing T_FH_ full differentiation in the B cell-dependent phase: fewer T_FH_ cells were maintained, underwent further development into GC T_FH_ cells, and accomplished functional maturation. Accordingly, we found that mTORC2-deficient T_FH_ cells failed to provide adequate help to B cells, even under *in vitro* culture conditions, which eliminated the interferences from reduced colocalization of T_FH_ and B cell. This indicated that mTORC2 signaling was critical for T_FH_ effector functions assisting B cells, at least in part because mTORC2 promoted the expression of T_FH_ function-related genes, such as *Il4, Il21*, and *Cd40lg*.

Our study results led to the conclusion that mTORC2 was involved in the regulation of T_FH_ cell late differentiation and effector functions. Moreover, it is well accepted that exaggerated T_FH_ responses and functions provide a great contribution to the pathogenesis of autoimmune diseases characterized by spontaneous GC formation and autoantibody production, such as systemic lupus erythematosus and rheumatoid arthritis (70–72). Therefore, suppression of T_FH_ responses by targeting the mTORC2 signaling pathway might serve as a potential therapeutic strategy for autoimmune diseases.

## Ethics Statement

All mouse experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committees of the Third Military Medical University.

## Author Contributions

YH, ZY, YZW, and LY designed and oversaw experiments. YH, YFW, XL, XY, PW, QT, XC, ZL, JW, ZX, XZ, and YZ performed experiments. YH and QB analyzed experiments. YH and LY wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] SchaerliPWillimannKLangABLippMLoetscherPMoserB. CXC chemokine receptor 5 expression defines follicular homing T cells with B cell helper function. J Exp Med (2000) 192(11):1553–62.10.1084/jem.192.11.155311104798PMC2193097

[2] KimCHRottLSClarklewisICampbellDJWuLButcherEC. Subspecialization of CXCR5+ T cells: B helper activity is focused in a germinal center-localized subset of CXCR5+ T cells. J Exp Med (2001) 193(12):1373–82.10.1084/jem.193.12.137311413192PMC2193300

[3] BreitfeldDOhlLKremmerEEllwartJWSallustoFLippM Follicular B helper T cells express Cxc chemokine receptor 5, localize to B cell follicles, and support immunoglobulin production. J Exp Med (2000) 192(11):1545–52.10.1084/jem.192.11.154511104797PMC2193094

[4] CysterJGAnselKMReifKEklandEHHymanPLTangHL Follicular stromal cells and lymphocyte homing to follicles. Immunol Rev (2000) 176:181–93.10.1034/j.1600-065X.2000.00618.x11043777

[5] HaynesNMAllenCDCLesleyRAnselKMKilleenNCysterJG. Role of CXCR5 and CCR7 in follicular Th cell positioning and appearance of a programmed cell death gene-1 high germinal center-associated subpopulation. J Immunol (2007) 179(8):5099–108.10.4049/jimmunol.179.8.509917911595

[6] AnselKMMcheyzerwilliamsLJNgoVNMcheyzerwilliamsMGCysterJG In vivo-activated Cd4 T cells upregulate Cxc chemokine receptor 5 and reprogram their response to lymphoid chemokines. J Exp Med (1999) 190(8):1123–34.10.1084/jem.190.8.112310523610PMC2195660

[7] CrottyS. Follicular helper CD4 T cells (TFH). Annu Rev Immunol (2011) 29(1):621–63.10.1146/annurev-immunol-031210-10140021314428

[8] VictoraGDNussenzweigMC. Germinal centers. Annu Rev Immunol (2012) 30:429–57.10.1146/annurev-immunol-020711-07503222224772

[9] GoenkaRBarnettLGSilverJSNeillPJOHunterCACancroMP Cutting edge: dendritic cell-restricted antigen presentation initiates the follicular helper T cell program but cannot complete ultimate effector differentiation. J Immunol (2011) 187(3):1091–5.10.4049/jimmunol.110085321715693PMC3171798

[10] JohnstonRJPoholekACDiToroDYusufIEtoDBarnettB Bcl6 and Blimp-1 are reciprocal and antagonistic regulators of T follicular helper cell differentiation. Science (2009) 325(5943):1006–10.10.1126/science.117587019608860PMC2766560

[11] NurievaRIChungYMartinezGJYangXOTanakaSMatskevitchTD Bcl6 mediates the development of T follicular helper cells. Science (2009) 325(5943):1001–5.10.1126/science.117667619628815PMC2857334

[12] YuDRaoSTsaiLMLeeSKHeYSutcliffeEL The transcriptional repressor Bcl-6 directs T follicular helper cell lineage commitment. Immunity (2009) 31(3):457–68.10.1016/j.immuni.2009.07.00219631565

[13] ChoiYSEtoDYangJALaoCCrottyS Cutting edge: STAT1 is required for IL-6-mediated Bcl6 induction for early follicular helper cell differentiation. J Immunol (2013) 190(7):3049–53.10.4049/jimmunol.120303223447690PMC3626564

[14] XuLCaoYXieZHuangQBaiQYangX The transcription factor TCF-1 initiates the differentiation of TFH cells during acute viral infection. Nat Immunol (2015) 16(9):99110.1038/ni.322926214740

[15] WuTShinHMMosemanEAJiYHuangBHarlyC TCF1 is required for the T follicular helper cell response to viral infection. Cell Rep (2015) 12(12):2099–110.10.1016/j.celrep.2015.08.04926365183PMC4591235

[16] ChoiYSGullicksrudJAXingSZengZShanQLiF LEF-1 and TCF-1 orchestrate TFH differentiation by regulating differentiation circuits upstream of the transcriptional repressor Bcl6. Nat Immunol (2015) 16(9):980–90.10.1038/ni.322626214741PMC4545301

[17] LiuXChenXZhongBWangAWangXChuF Transcription factor achaete-scute homologue 2 initiates follicular T-helper-cell development. Nature (2014) 507(7493):513–8.10.1038/nature1291024463518PMC4012617

[18] XuHLiXLiuDLiJZhangXChenX Follicular T-helper cell recruitment governed by bystander B cells and ICOS-driven motility. Nature (2013) 496(7446):523–7.10.1038/nature1205823619696

[19] GarsidePIngulliEMericaRJohnsonJGNoelleRJJenkinsMK. Visualization of specific B and T lymphocyte interactions in the lymph node. Science (1998) 281(5373):96–9.10.1126/science.281.5373.969651253

[20] OkadaTMillerMJParkerIKrummelMFNeighborsMHartleySB Antigen-engaged B cells undergo chemotaxis toward the T zone and form motile conjugates with helper T cells. PLoS Biol (2005) 3(6):e150.10.1371/journal.pbio.003015015857154PMC1088276

[21] AllenCDCOkadaTCysterJG. Germinal-center organization and cellular dynamics. Immunity (2007) 27(2):190–202.10.1016/j.immuni.2007.07.00917723214PMC2242846

[22] BarnettLGSimkinsHMABarnettBEKornLLJohnsonALWherryEJ B cell antigen presentation in the initiation of follicular helper T cell and germinal center differentiation. J Immunol (2014) 192(8):3607–17.10.4049/jimmunol.130128424646739PMC4380085

[23] ChoiYSKageyamaREtoDEscobarTCJohnstonRJMonticelliL ICOS receptor instructs T follicular helper cell versus effector cell differentiation via induction of the transcriptional repressor Bcl6. Immunity (2011) 34(6):932–46.10.1016/j.immuni.2011.03.02321636296PMC3124577

[24] ZoncuREfeyanASabatiniDM. mTOR: from growth signal integration to cancer, diabetes and ageing. Nat Rev Mol Cell Biol (2011) 12(1):21–35.10.1038/nrm302521157483PMC3390257

[25] LaplanteMSabatiniDM. mTOR signaling in growth control and disease. Cell (2012) 149(2):274–93.10.1016/j.cell.2012.03.01722500797PMC3331679

[26] LaplanteMSabatiniDM mTOR signaling at a glance. J Cell Sci (2009) 122(20):3589–94.10.1242/jcs.05101119812304PMC2758797

[27] MaXMBlenisJ. Molecular mechanisms of mTOR-mediated translational control. Nat Rev Mol Cell Biol (2009) 10(5):307–18.10.1038/nrm267219339977

[28] HayNSonenbergN. Upstream and downstream of mTOR. Genes Dev (2004) 18(16):1926–45.10.1101/gad.121270415314020

[29] DuvelKYeciesJLMenonSRamanPLipovskyAISouzaAL Activation of a metabolic gene regulatory network downstream of mTOR complex 1. Mol Cell (2010) 39(2):171–83.10.1016/j.molcel.2010.06.02220670887PMC2946786

[30] OhWJJacintoE. mTOR complex 2 signaling and functions. Cell Cycle (2011) 10(14):2305–16.10.4161/cc.10.14.1658621670596PMC3322468

[31] ChiH. Regulation and function of mTOR signalling in T cell fate decisions. Nat Rev Immunol (2012) 12(5):325–38.10.1038/nri319822517423PMC3417069

[32] DelgoffeGMPollizziKNWaickmanATHeikampEBMeyersDJHortonMR The kinase mTOR regulates the differentiation of helper T cells through the selective activation of signaling by mTORC1 and mTORC2. Nat Immunol (2011) 12(4):295–303.10.1038/ni.200521358638PMC3077821

[33] BattagliaMStabiliniARoncaroloM. Rapamycin selectively expands CD4+CD25+FoxP3+ regulatory T cells. Blood (2005) 105(12):4743–8.10.1182/blood-2004-10-393215746082

[34] DelgoffeGMKoleTPZhengYZarekPEMatthewsKLXiaoB The mTOR kinase differentially regulates effector and regulatory T cell lineage commitment. Immunity (2009) 30(6):832–44.10.1016/j.immuni.2009.04.01419538929PMC2768135

[35] HaxhinastoSMathisDBenoistC The AKT–mTOR axis regulates de novo differentiation of CD4+Foxp3+ cells. J Exp Med (2008) 205(3):565–74.10.1084/jem.2007147718283119PMC2275380

[36] LiuGBurnsSHuangGBoydKLProiaRLFlavellRA The receptor S1P1 overrides regulatory T cell-mediated immune suppression through Akt-mTOR. Nat Immunol (2009) 10(7):769–77.10.1038/ni.174319483717PMC2732340

[37] SauerSBrunoLHertweckAFinlayDKLeleuMSpivakovM T cell receptor signaling controls Foxp3 expression via PI3K, Akt, and mTOR. Proc Natl Acad Sci U S A (2008) 105(22):7797–802.10.1073/pnas.080092810518509048PMC2409380

[38] RayJPStaronMShyerJAHoPMarshallHDGraySM The interleukin-2-mTORc1 kinase axis defines the signaling, differentiation, and metabolism of T helper 1 and follicular B helper T cells. Immunity (2015) 43(4):690–702.10.1016/j.immuni.2015.08.01726410627PMC4618086

[39] XuLHuangQWangHHaoYBaiQHuJ The kinase mTORC1 promotes the generation and suppressive function of follicular regulatory T cells. Immunity (2017) 47(3):538–51.10.1016/j.immuni.2017.08.01128930662

[40] LeeKGudapatiPDragovicSSpencerCTJoyceSKilleenN Mammalian target of rapamycin protein complex 2 regulates differentiation of Th1 and Th2 cell subsets via distinct signaling pathways. Immunity (2010) 32(6):743–53.10.1016/j.immuni.2010.06.00220620941PMC2911434

[41] ZengHCohenSGuyCShresthaSNealeGBrownSA mTORC1 and mTORC2 kinase signaling and glucose metabolism drive follicular helper T cell differentiation. Immunity (2016) 45(3):540–54.10.1016/j.immuni.2016.08.01727637146PMC5050556

[42] YangJLinXPanYWangJChenPHuangH Critical roles of mTOR Complex 1 and 2 for T follicular helper cell differentiation and germinal center responses. Elife (2016) 5:e17936.10.7554/eLife.1793627690224PMC5063587

[43] HaleJSYoungbloodBLatnerDRMohammedAURYeLAkondyR Distinct memory CD4+ T cells with commitment to T follicular helper- and T helper 1-cell lineages are generated after acute viral infection. Immunity (2013) 38(4):805–17.10.1016/j.immuni.2013.02.02023583644PMC3741679

[44] ShenHSlifkaMKMatloubianMJensenERAhmedRMillerJF. Recombinant *Listeria monocytogenes* as a live vaccine vehicle for the induction of protective anti-viral cell-mediated immunity. Proc Natl Acad Sci U S A (1995) 92(9):3987–91.10.1073/pnas.92.9.39877732018PMC42087

[45] RasheedMAULatnerDRAubertRDGourleyTSpolskiRDavisCW Interleukin-21 is a critical cytokine for the generation of virus-specific long-lived plasma cells. J Virol (2013) 87(13):7737–46.10.1128/JVI.00063-1323637417PMC3700268

[46] HaoYLiZWangYLiuXYeL Analyzing mouse B cell responses specific to LCMV infection. In: LiuC, editor. B Cell Receptor Signaling: Methods and Protocols, Methods in Molecular Biology. Vol 1707 New York: Springer (2018). p. 15–38.10.1007/978-1-4939-7474-0_229388097

[47] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A (2005) 102(43):15545–50.10.1073/pnas.050658010216199517PMC1239896

[48] EdgarRDomrachevMLashAE. Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res (2002) 30(1):207–10.10.1093/nar/30.1.20711752295PMC99122

[49] OxeniusABachmannMFZinkernagelRMHengartnerH Virus-specific major MHC class II-restricted TCR-transgenic mice: effects on humoral and cellular immune responses after viral infection. Eur J Immunol (1998) 28(1):390–400.10.1002/(SICI)1521-4141(199801)28:01<390::AID-IMMU390>3.0.CO;2-O9485218

[50] FullerKAKanagawaONahmMH. T cells within germinal centers are specific for the immunizing antigen. J Immunol (1993) 151(9):4505–12.7691953

[51] QiHCannonsJLKlauschenFSchwartzbergPLGermainRN. SAP-controlled T-B cell interactions underlie germinal centre formation. Nature (2008) 455(7214):764–9.10.1038/nature0734518843362PMC2652134

[52] HanSHathcockKZhengBKeplerTBHodesRKelsoeG. Cellular interaction in germinal centers. Roles of CD40 ligand and B7-2 in established germinal centers. J Immunol (1995) 155(2):556–67.7541819

[53] KelsoeG, editor. The germinal center: a crucible for lymphocyte selection. Semin Immunol (1996) 8(3):179–84.10.1006/smim.1996.00228738917

[54] MaclennanICMToellnerKCunninghamAFSerreKSzeDMYZunigaE Extrafollicular antibody responses. Immunol Rev (2003) 194(1):8–18.10.1034/j.1600-065X.2003.00058.x12846803

[55] KerfootSMYaariGPatelJRJohnsonKLGonzalezDKleinsteinSH Germinal center B cell and T follicular helper cell development initiates in the interfollicular zone. Immunity (2011) 34(6):947–60.10.1016/j.immuni.2011.03.02421636295PMC3280079

[56] ChoiYSYangJAYusufIJohnstonRJGreenbaumJPetersB Bcl6 expressing follicular helper CD4 T cells are fate committed early and have the capacity to form memory. J Immunol (2013) 190(8):4014–26.10.4049/jimmunol.120296323487426PMC3626566

[57] LintermanMABeatonLLYuDRamiscalRRSrivastavaMHoganJJ IL-21 acts directly on B cells to regulate Bcl-6 expression and germinal center responses. J Exp Med (2010) 207(2):353–63.10.1084/jem.2009173820142429PMC2822609

[58] ZotosDCoquetJMZhangYLightADcostaKKalliesA IL-21 regulates germinal center B cell differentiation and proliferation through a B cell-intrinsic mechanism. J Exp Med (2010) 207(2):365–78.10.1084/jem.2009177720142430PMC2822601

[59] EtoDLaoCDitoroDBarnettBEscobarTCKageyamaR IL-21 and IL-6 are critical for different aspects of B cell immunity and redundantly induce optimal follicular helper CD4 T cell (Tfh) differentiation. PLoS One (2011) 6(3):e17739.10.1371/journal.pone.001773921423809PMC3056724

[60] ZinzallaVStrackaDOppligerWHallMN. Activation of mTORC2 by association with the ribosome. Cell (2011) 144(5):757–68.10.1016/j.cell.2011.02.01421376236

[61] NurievaRChungYHwangDYangXOKangHSMaL Generation of T follicular helper cells is mediated by interleukin-21 but independent of T helper 1, 2, or 17 cell lineages. Immunity (2008) 29(1):138–49.10.1016/j.immuni.2008.05.00918599325PMC2556461

[62] SalekardakaniSChoiYSBenhniaMRFlynnRArensRShoenbergerS B cell-specific expression of B7-2 is required for follicular Th cell function in response to vaccinia virus. J Immunol (2011) 186(9):5294–303.10.4049/jimmunol.110040621441451PMC3089765

[63] GoodjacobsonKLSongEAndersonSMSharpeAHShlomchikMJ. CD80 expression on B cells regulates murine T follicular helper development, germinal center B cell survival, and plasma cell generation. J Immunol (2012) 188(9):4217–25.10.4049/jimmunol.110288522450810PMC3331930

[64] LintermanMADentonAEDivekarDPZvetkovaIKaneLFerreiraC CD28 expression is required after T cell priming for helper T cell responses and protective immunity to infection. Elife (2014) 3:e03180.10.7554/eLife.0318025347065PMC4241536

[65] SarbassovDDAliSMKimDGuertinDALatekRRErdjumentbromageH Rictor, a novel binding partner of mTOR, defines a rapamycin-insensitive and raptor-independent pathway that regulates the cytoskeleton. Curr Biol (2004) 14(14):1296–302.10.1016/j.cub.2004.06.05415268862

[66] JacintoELoewithRSchmidtALinSRueggMAHallA Mammalian TOR complex 2 controls the actin cytoskeleton and is rapamycin insensitive. Nat Cell Biol (2004) 6(11):1122–8.10.1038/ncb118315467718

[67] GanXWangJWangCSommerEKozasaTSrinivasulaSM PRR5L degradation promotes mTORC2-mediated PKC-δ phosphorylation and cell migration downstream of Gα12. Nat Cell Biol (2012) 14(7):686–96.10.1038/ncb250722609986PMC3389271

[68] LiXGaoT mTORC2 phosphorylates protein kinase Cζ to regulate its stability and activity. EMBO Rep (2014) 15(2):191–8.10.1002/embr.20133811924375676PMC3989865

[69] ThomanetzVAnglikerNCloettaDLustenbergerRMSchweighauserMOliveriF Ablation of the mTORC2 component Rictor in brain or Purkinje cells affects size and neuron morphology. J Cell Biol (2013) 201(2):293–308.10.1083/jcb.20120503023569215PMC3628512

[70] UenoH. T follicular helper cells in human autoimmunity. Curr Opin Immunol (2016) 43:24–31.10.1016/j.coi.2016.08.00327588918

[71] JeonYChoiYS. Follicular helper T (Tfh) cells in autoimmune diseases and allograft rejection. Immune Netw (2016) 16(4):219–32.10.4110/in.2016.16.4.21927574501PMC5002448

[72] CrottyS. T follicular helper cell differentiation, function, and roles in disease. Immunity (2014) 41(4):529–42.10.1016/j.immuni.2014.10.00425367570PMC4223692

# Supplementary material for: The Kinase Complex mTOR Complex 2 Promotes the Follicular Migration and Functional Maturation of Differentiated Follicular Helper CD4+ T Cells During Viral Infection
**Source:** Front Immunol. 2018 May 23;9:1127. doi: 10.3389/fimmu.2018.01127
**Supplement:** Supplementary file 1

Supplementary Material

The kinase complex mTORC2 promotes the follicular migration and functional maturation of differentiated T_FH_ cells during viral infection

Yaxing Hao^*^, Yifei Wang, Xiaobing Liu, Xia Yang, Pengcheng Wang, Qin Tian, Qiang Bai, Xiangyu Chen, Zhirong Li, Jialin Wu, Zhunyi Xie, Xinyuan Zhou, Yuyang Zhou, Zhinan Yin, Yuzhang Wu, Lilin Ye

# Supplementary Figures and Tables

## Supplementary Figures

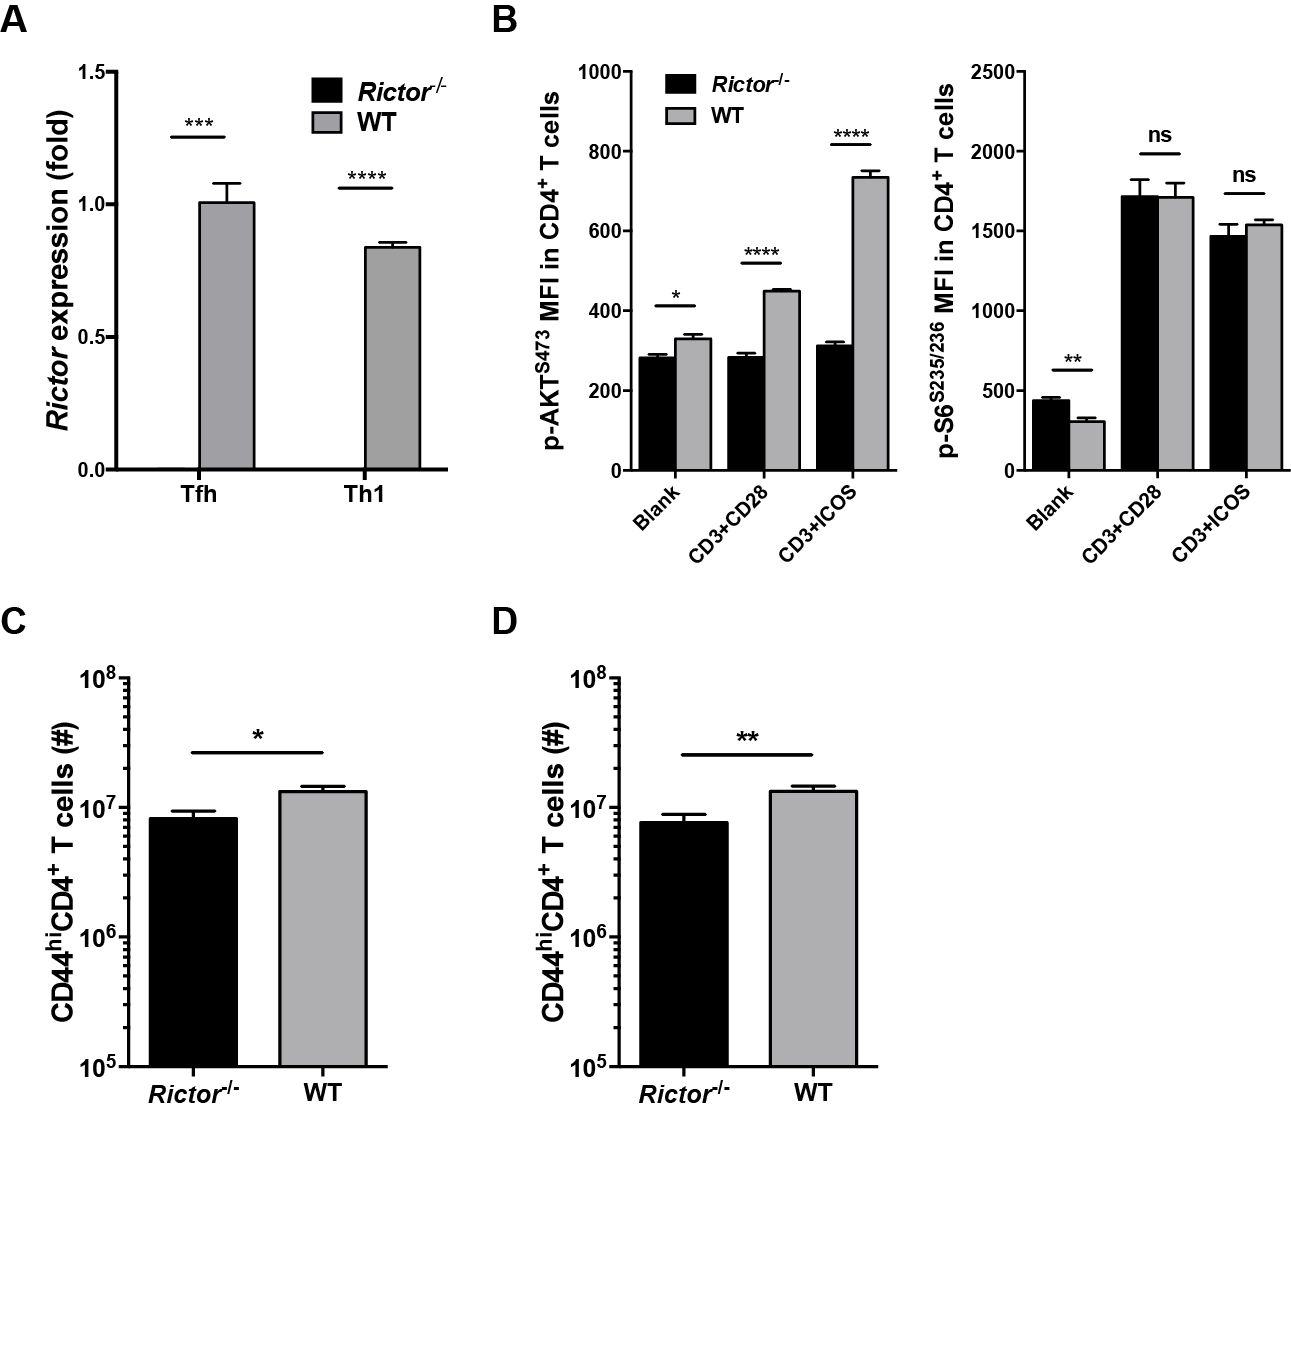

**Supplementary Figure 1.** Deletion efficiency and CD4^+^ T cell activation in *Rictor*^-/-^ versus WT mice. (**A**) RNA level of *Rictor* in T_FH_ and T_H_1 cells sorted from *Rictor*^-/-^ and WT mice at day 8 after LCMV infection (n=3 samples per group). (**B**) p-AKT^S473^ (**left**) and p-S6^S235/236^ (**right**) MFI in CD4^+^ T cells upon stimulation in *Rictor*^-/-^ versus WT mice at day 8 after LCMV infection (n=5 mice per group). (**C, D**) Quantification of the absolute number of CD44^hi^CD4^+^ T cells from *Rictor*^-/-^ and WT mice at day 8 after LCMV infection in gp66-tetramer specific (**C**) and bulk (**D**) T_FH_ staining panels, respectively (n=8 mice per group). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (unpaired two-tailed t-test (**A-D**)). Data are representative of two (**A**) or three (**B**) or four (**C, D**) independent experiments. Error bars are SEM (**A-D**).

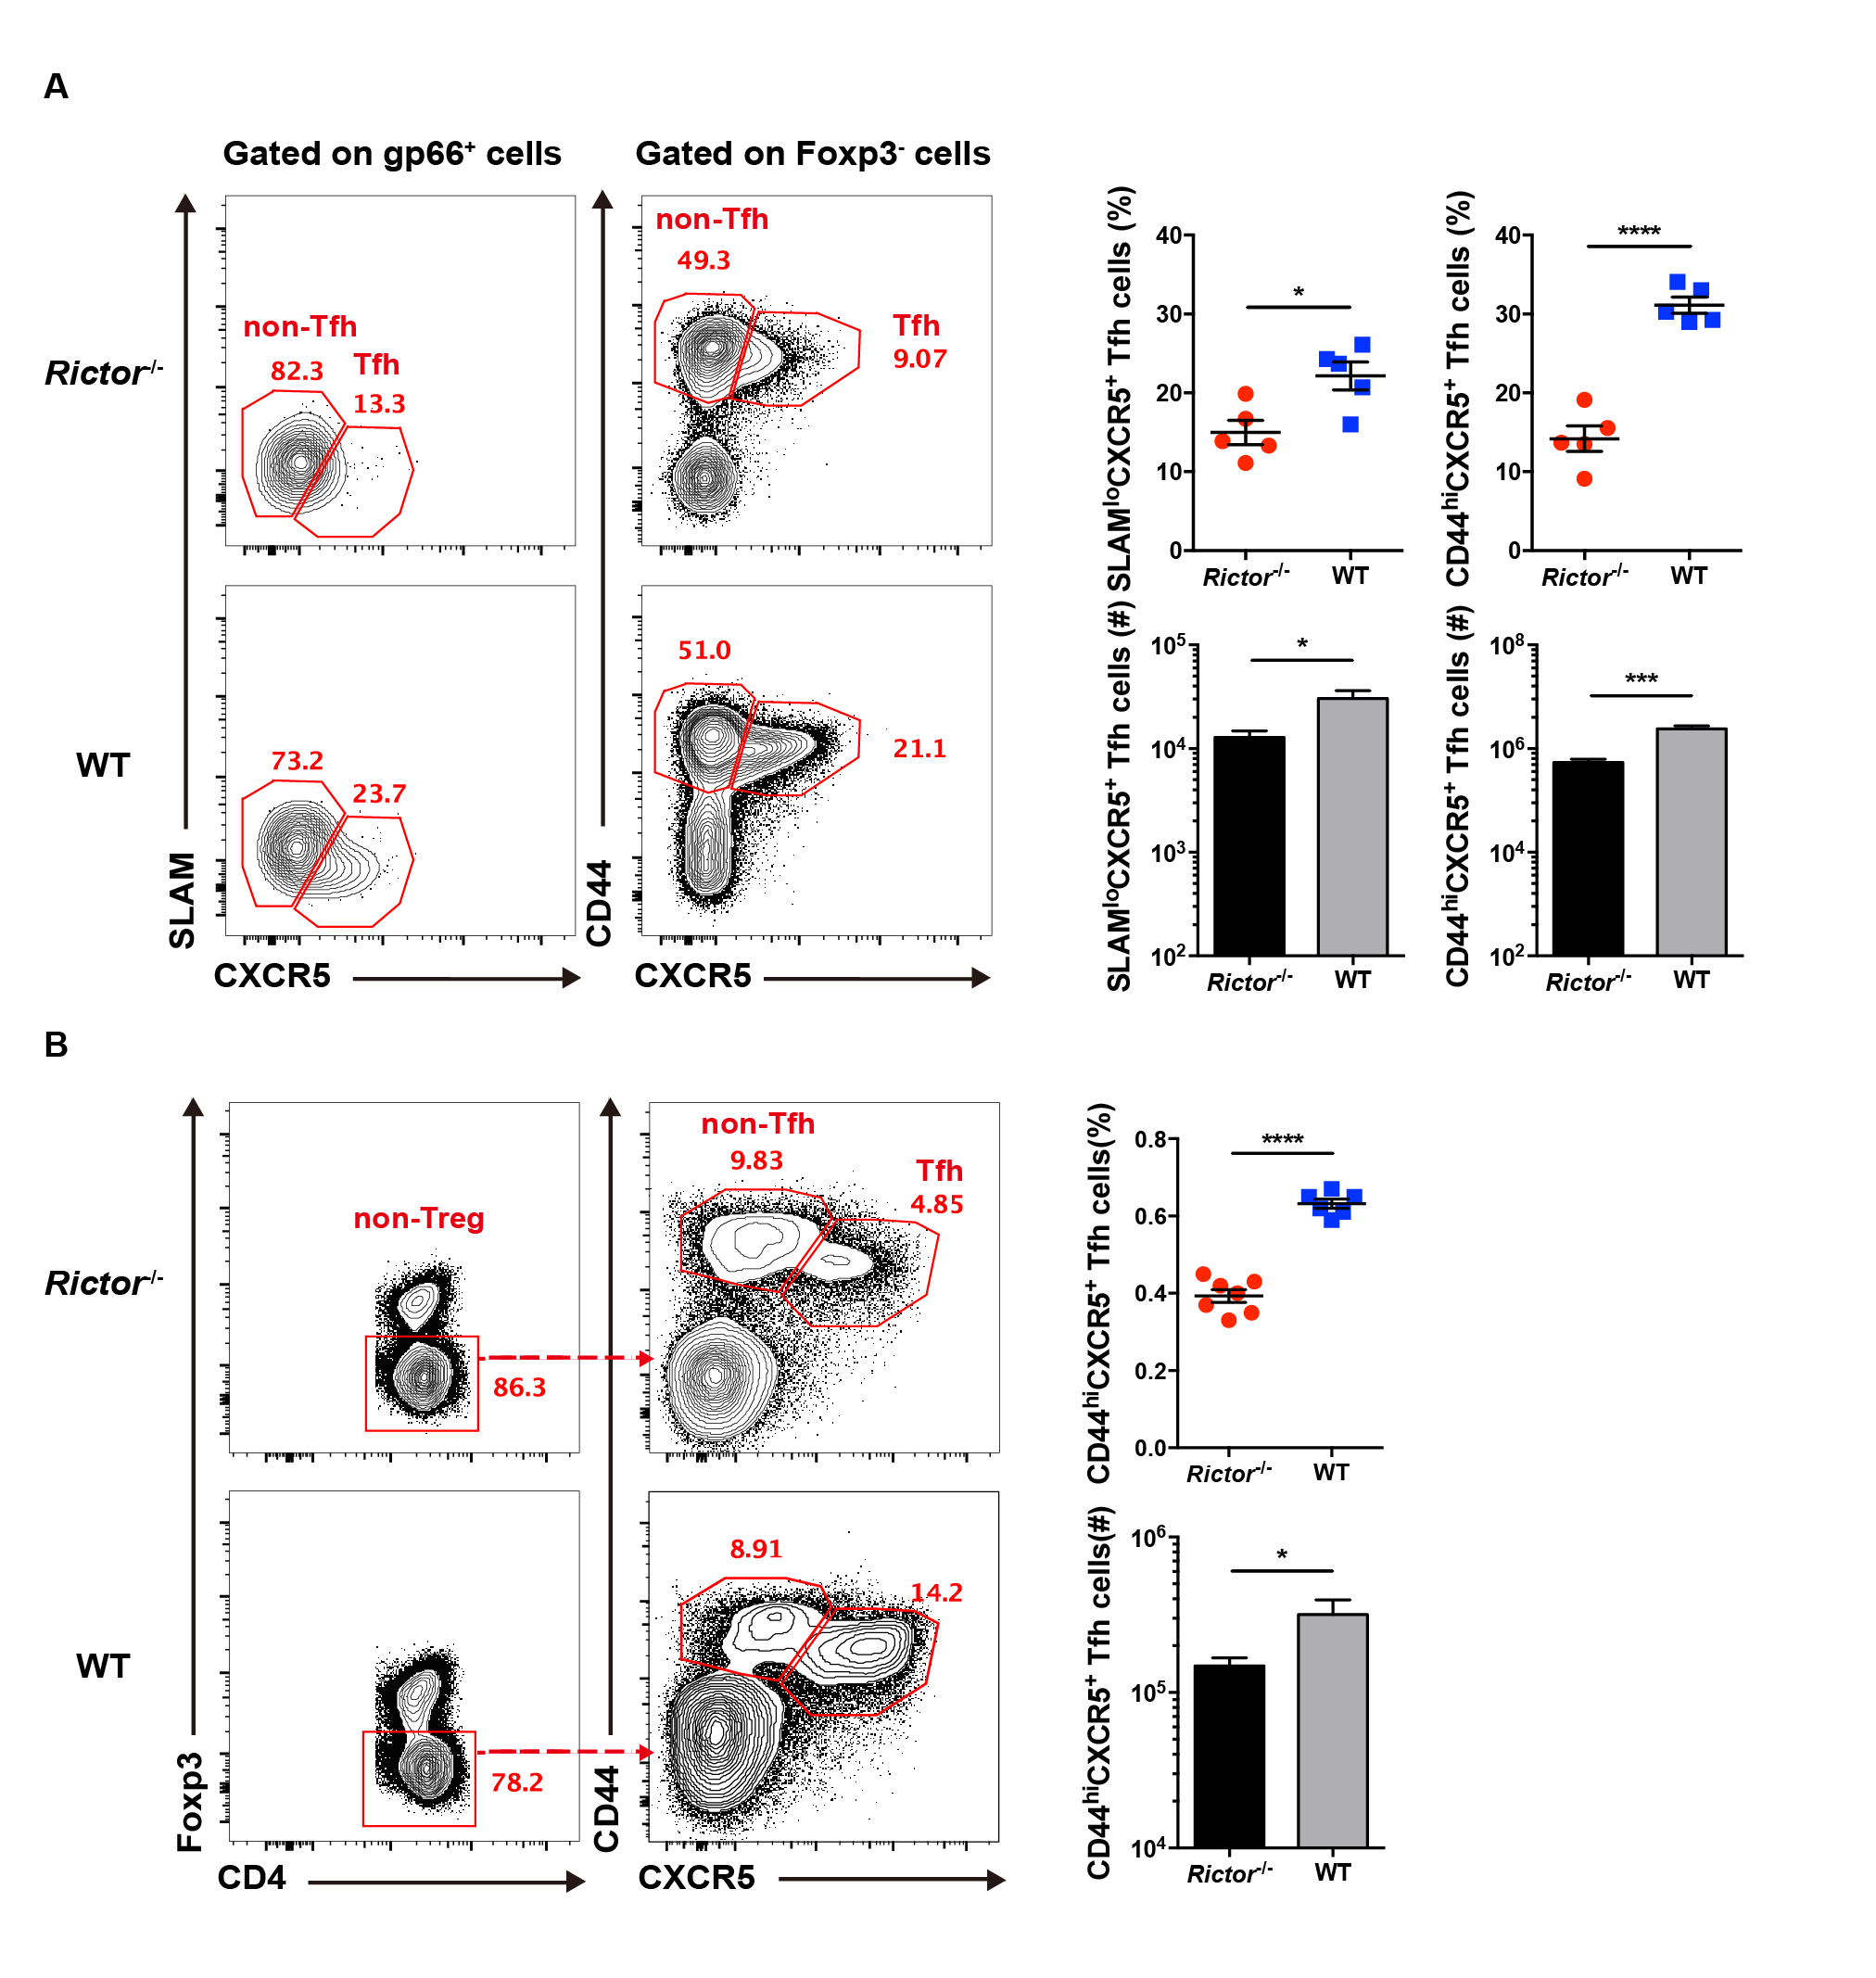

**Supplementary Figure 2.** mTORC2 is required for T_FH_ differentiation during listeria infection and protein immunization. (**A**) *Rictor*^-/-^ and WT mice were infected with listeria monocytogenes expressing LCMV gp61-80 (LM-gp61) and assessed at day 8 after infection. Flow cytometry plots of T_FH_ cells (SLAM^lo^CXCR5^+^) among gp66 tetramer-positive CD4^+^ T cells and bulk activated T_FH_ cells (CD44^hi^CXCR5^+^) among Foxp3^-^CD4^+^ T cells (**left**). Summary of the frequencies and cell numbers of tetramer-positive and bulk T_FH_ cells (**right**) (n=5 mice per group). (**B**) Flow cytometry of T_FH_ cells (CD44^hi^CXCR5^+^) among Foxp3^-^CD4^+^ T cells in *Rictor*^-/-^ and WT mice at day 8 after NP-OVA/CFA immunization (**left**). Quantification of the frequency and cell number of T_FH_ cells (**right**) (n=6-7 mice per group). *p < 0.05, ***p < 0.001, ****p < 0.0001 (unpaired two-tailed t-test (**A, B**)). Data are representative of two (**A, B**) independent experiments. Error bars are SEM (**A, B**).

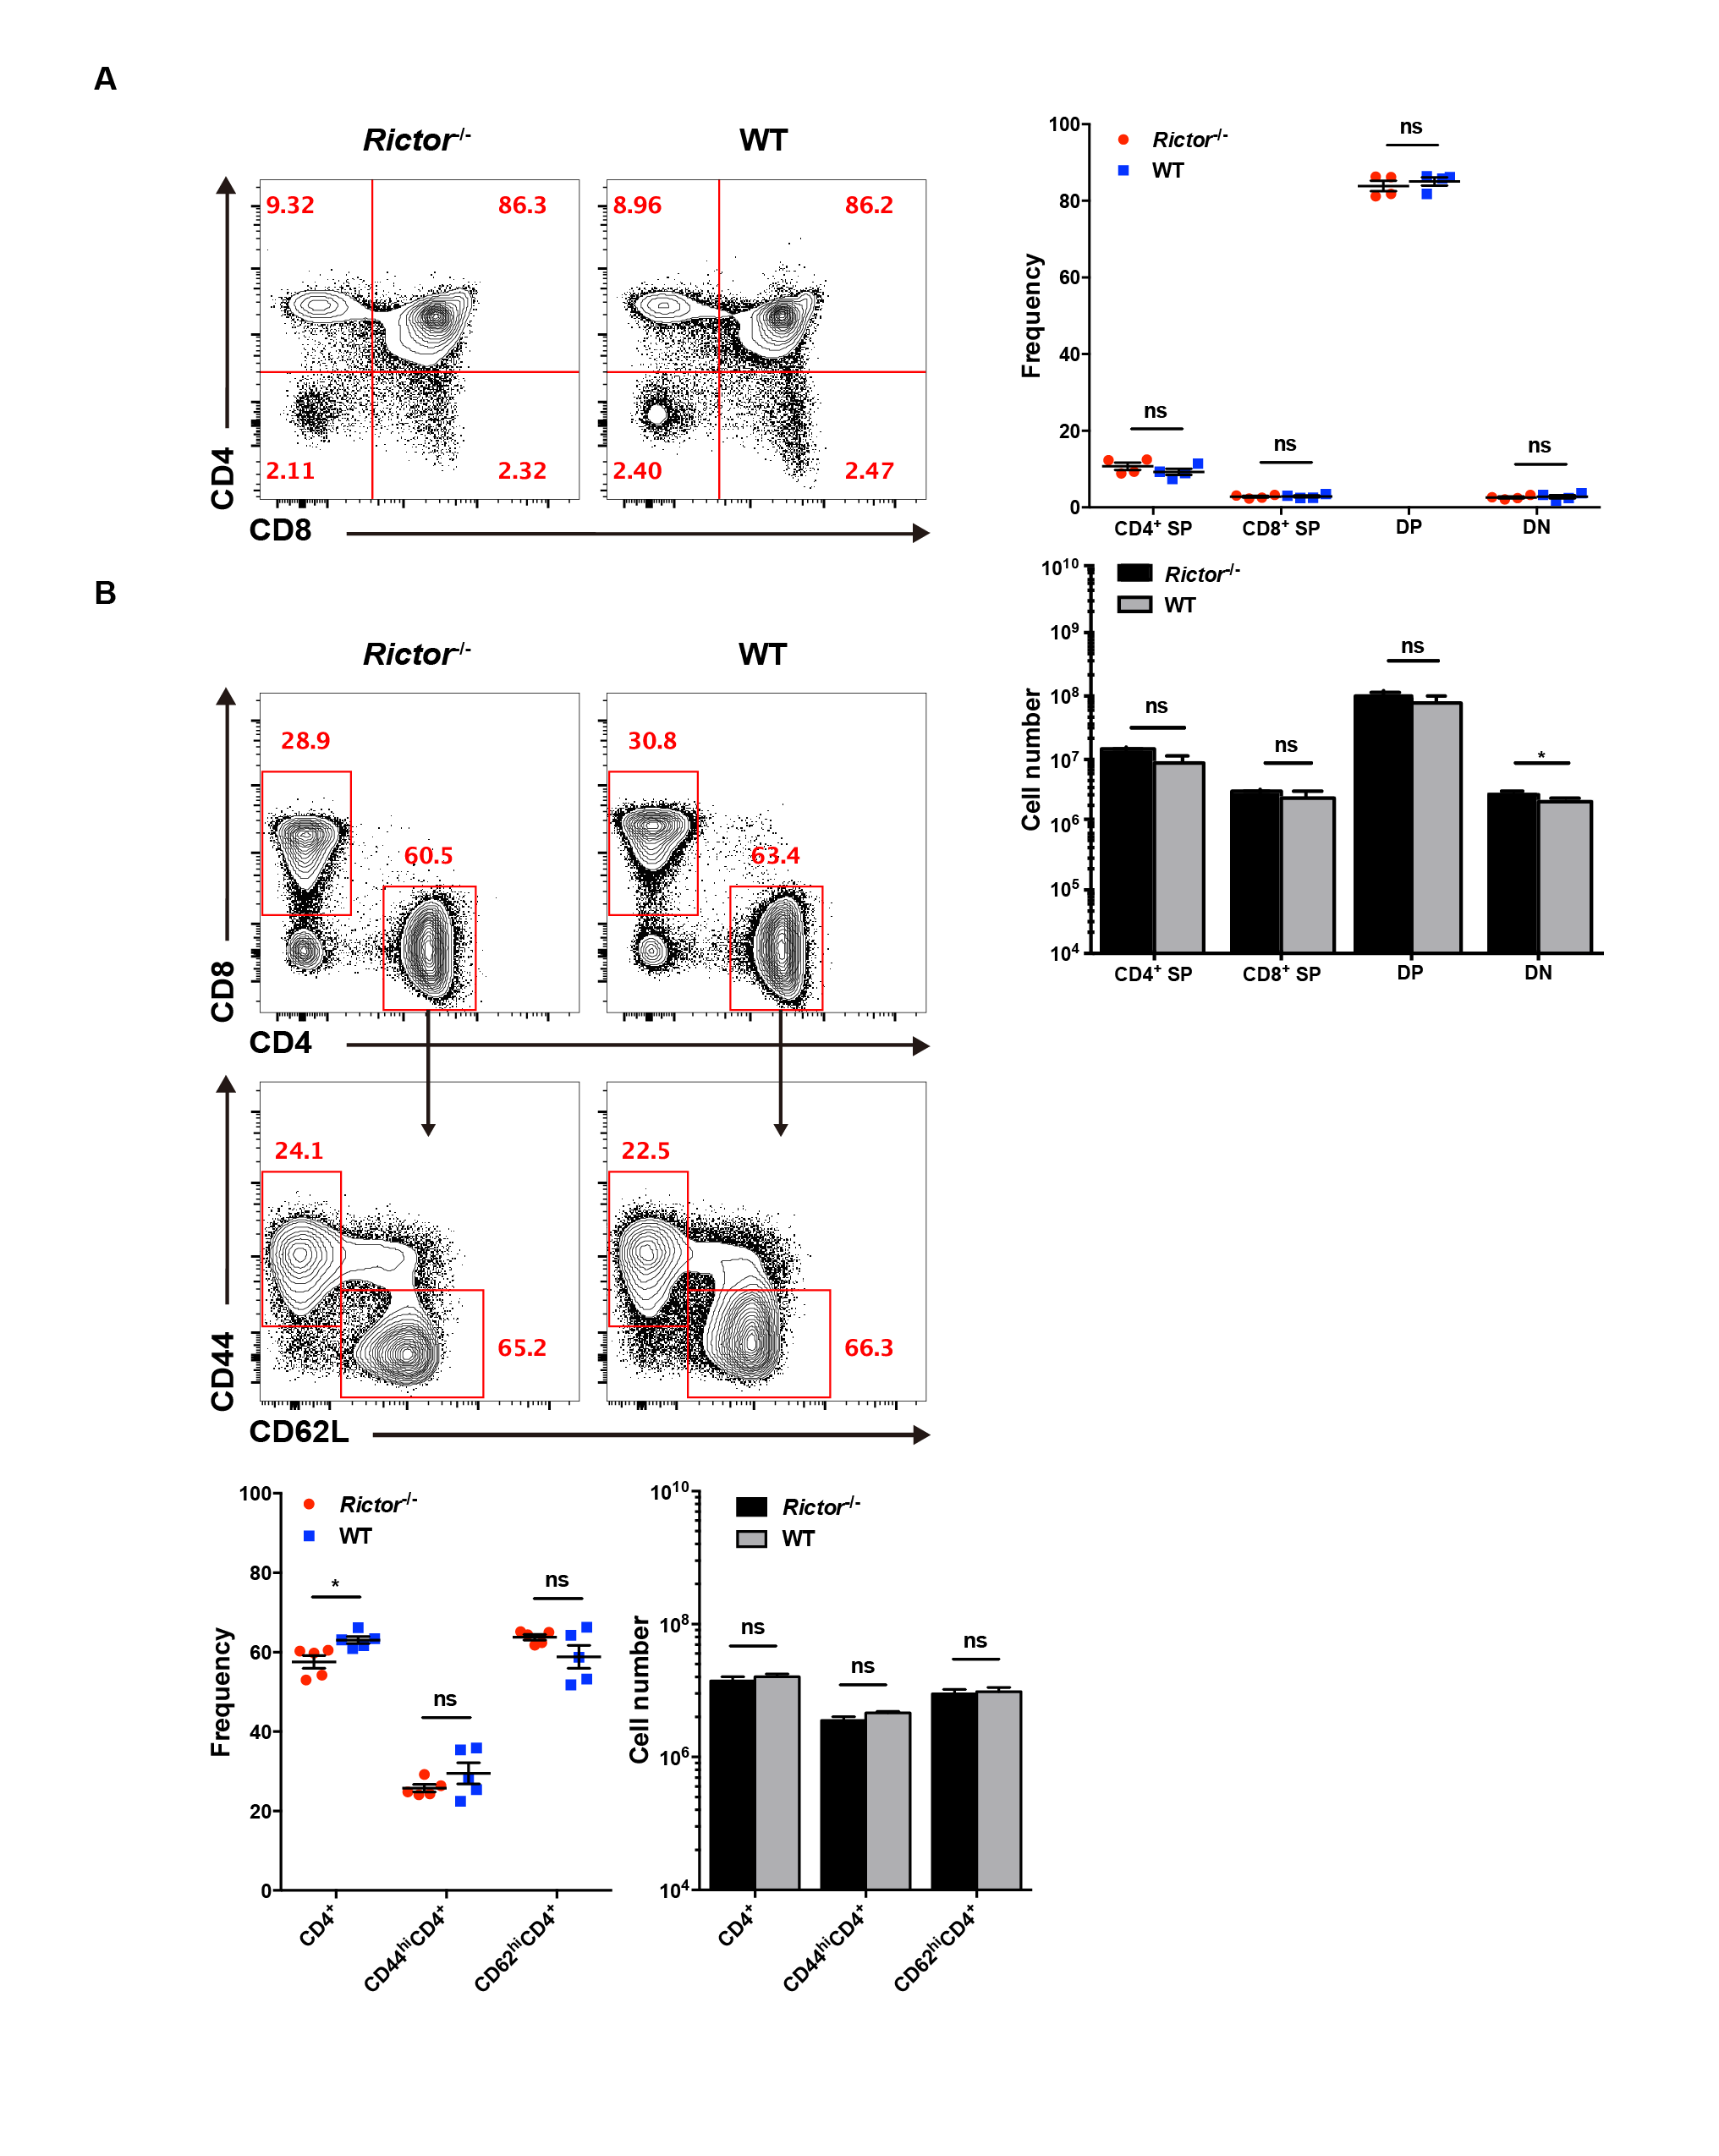

**Supplementary Figure 3.** mTORC2 is irresponsible for T cell development and immune homeostasis in the naive state. (**A**) Flow cytometry of CD4^+^ SP, CD8^+^ SP, DP, and DN T cells in thymus from naive *Rictor*^-/-^ and WT mice (**left**) and summary of the frequency and cell number (**right**) (SP: single positive, DP: double positive, DN: double negative) (n=4 mice per group). (**B**) Flow cytometry of total CD4^+^ T, CD44^hi^CD4^+^ and CD62^hi^CD4^+^ T cells in spleen from naive *Rictor*^-/-^ and WT mice (**top**) and summary of the frequency and cell number (**bottom**) (n=5 mice per group). ns, not significant, *p < 0.05 (unpaired two-tailed t-test (**A, B**)). Data are representative of two (**A, B**) independent experiments. Error bars are SEM (**A, B**).

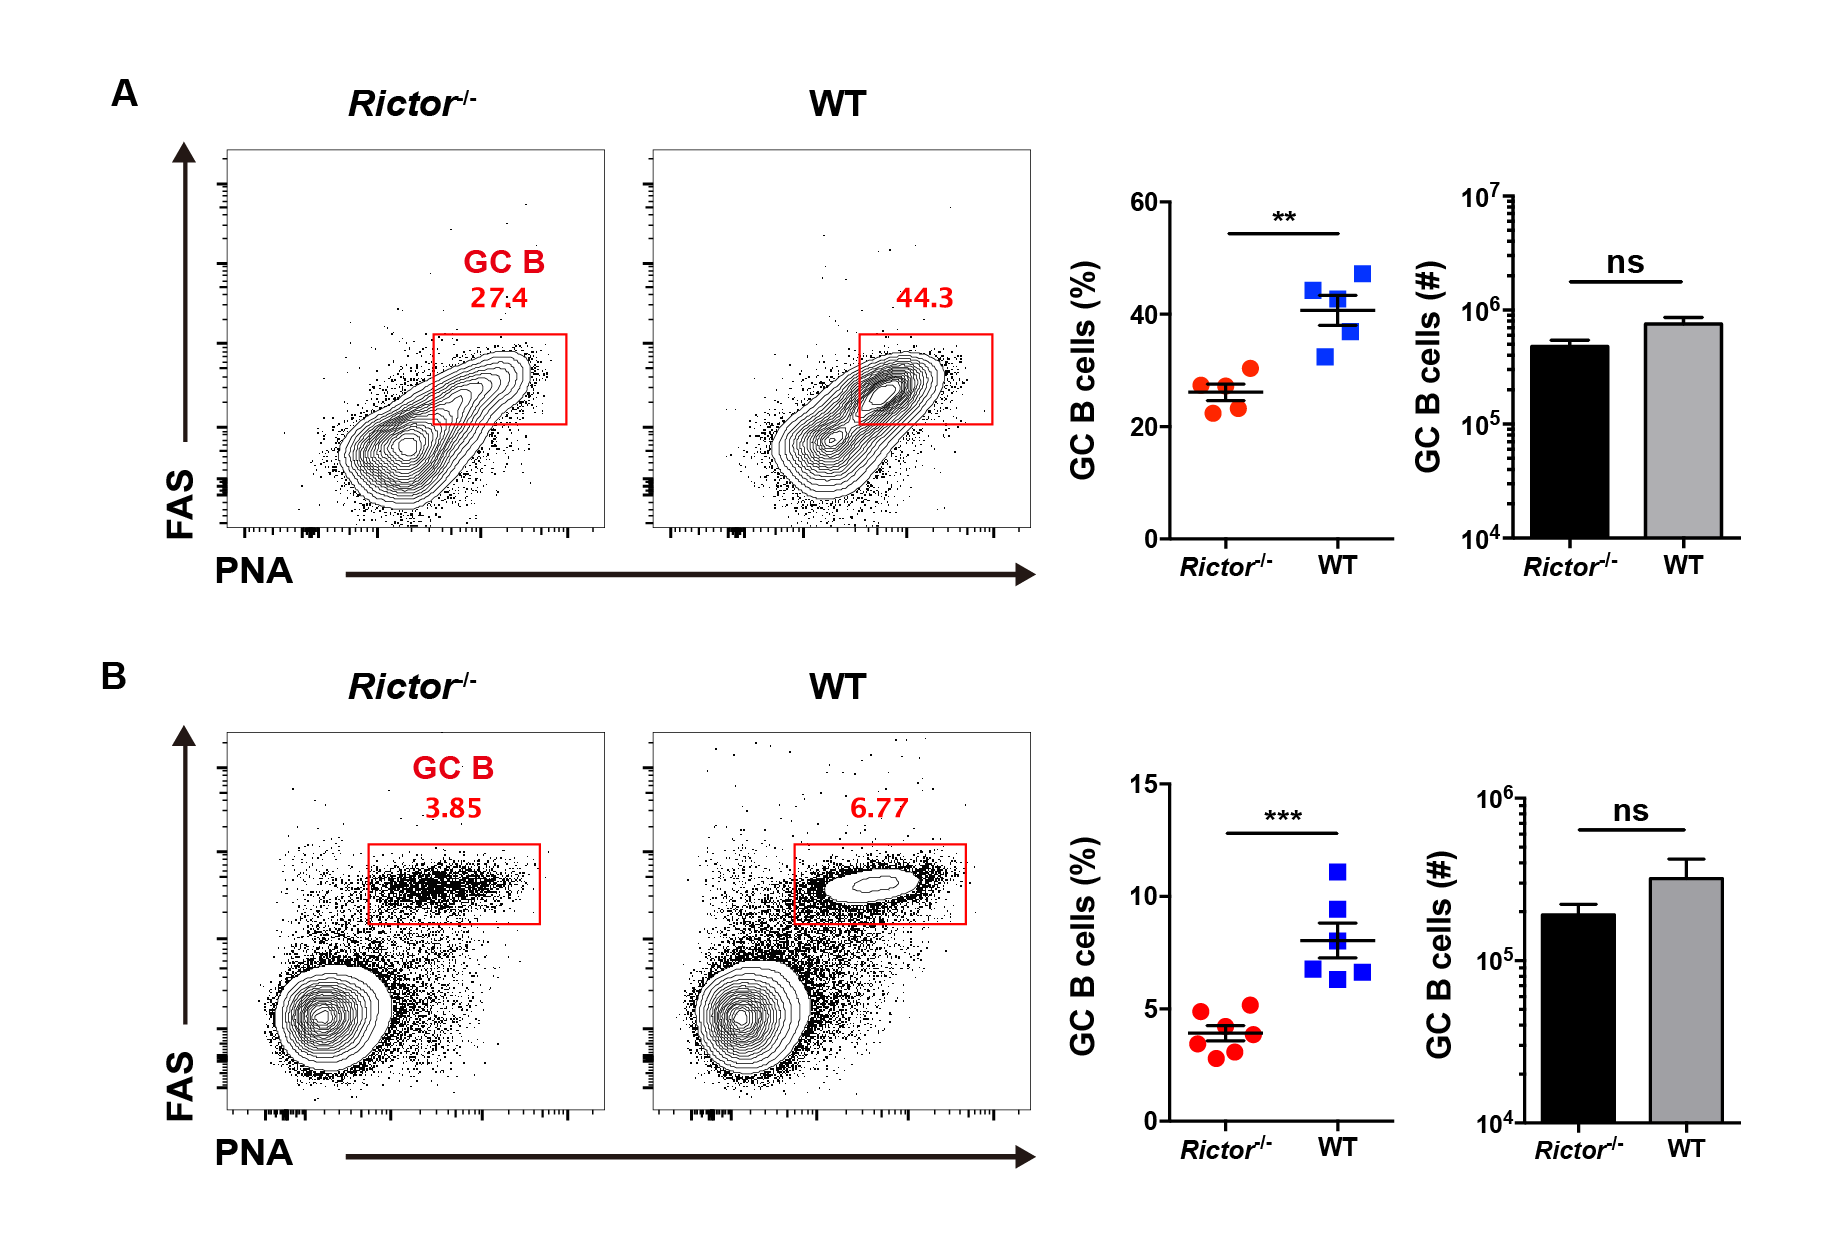

**Supplementary Figure 4.** Differentiation of GC B cell is constrained in the absence of mTORC2 signaling during listeria infection and protein immunization. (**A**) *Rictor*^-/-^ and WT mice were infected with LM-gp61 and assessed at day 8 after infection. Flow cytometry plots of GC B cells (PNA^hi^FAS^hi^) (**left**) and summary of the frequency and cell number of GC B cells (**right**) (n=5 mice per group). (**B**) Flow cytometry of GC B cells (PNA^hi^FAS^hi^) in *Rictor*^-/-^ and WT mice at day 8 after NP-OVA/CFA immunization (**left**). Quantification of the frequency and cell number of GC B cells (**right**) (n=6-7 mice per group). ns, not significant, **p < 0.01, ***p < 0.001 (unpaired two-tailed t-test (**A, B**)). Data are representative of two (**A, B**) independent experiments. Error bars are SEM (**A, B**).

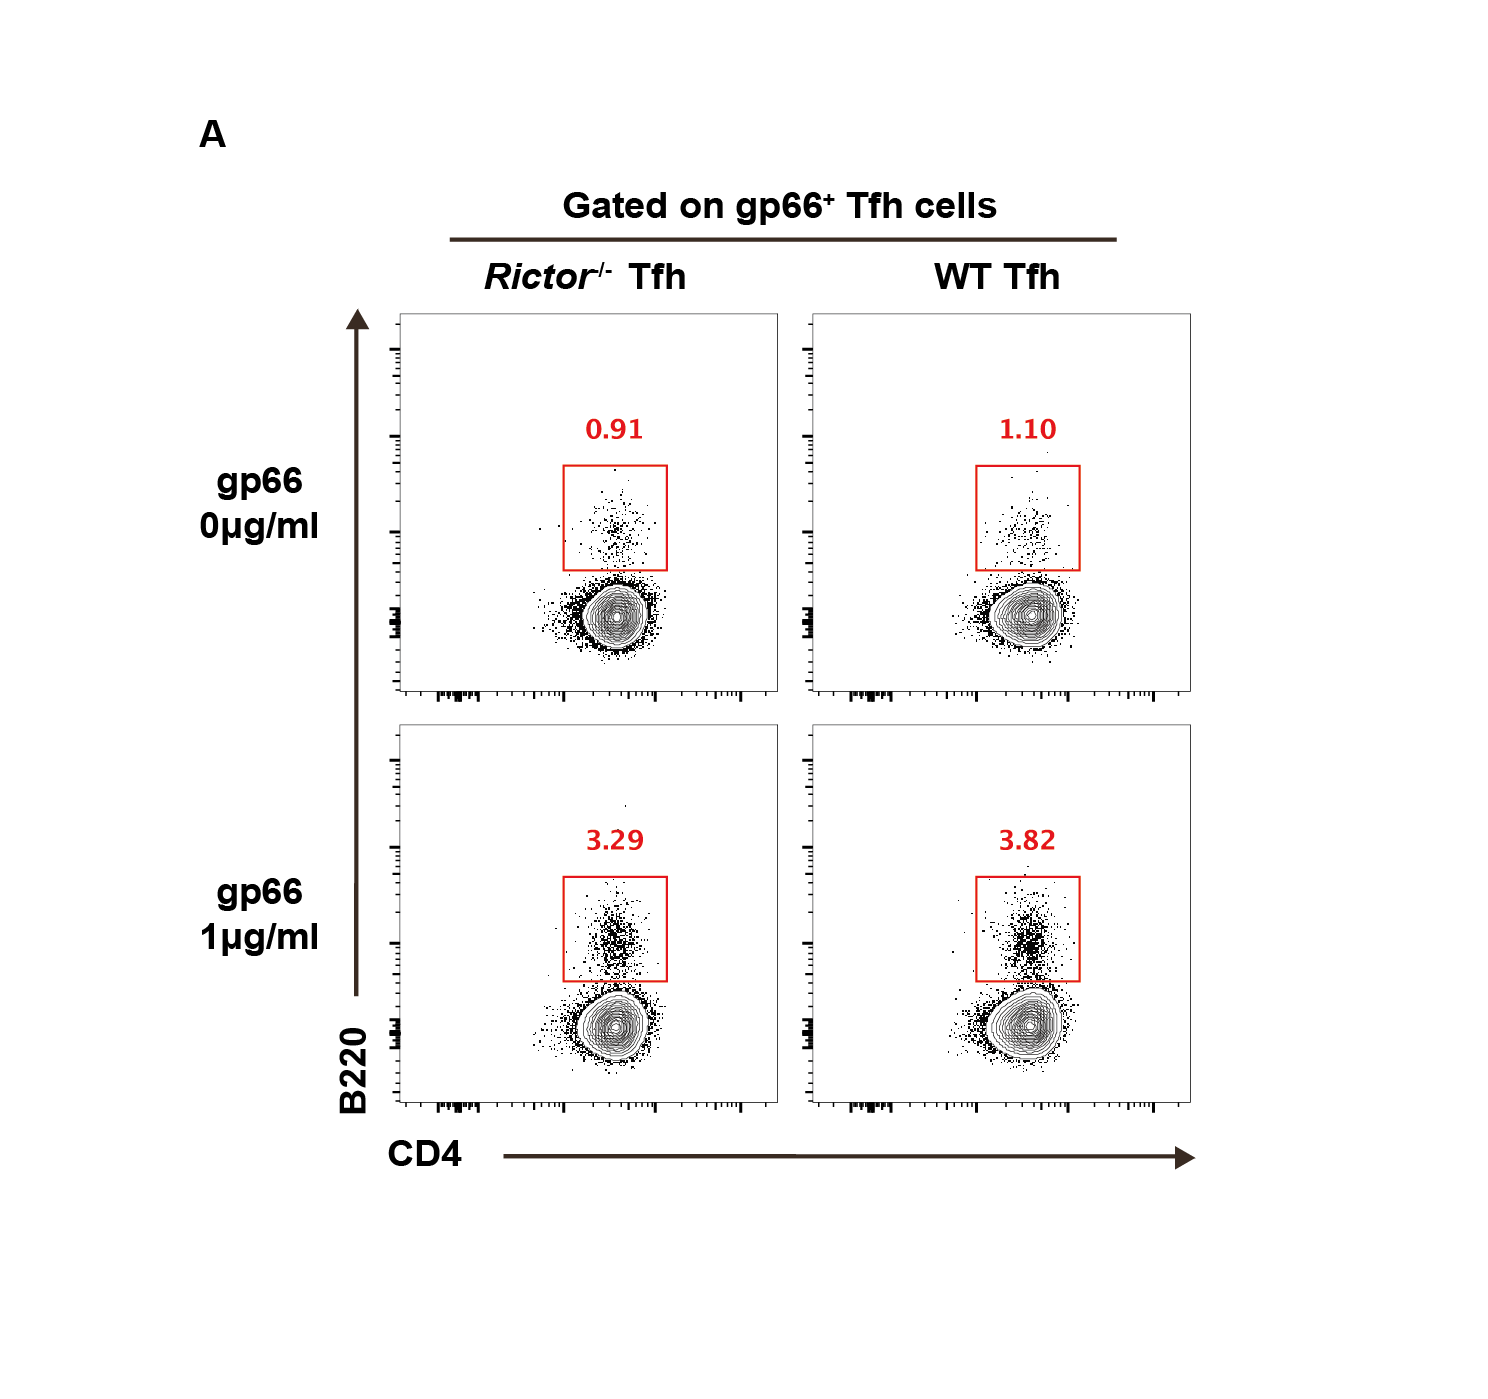

**Supplementary Figure 5.** mTORC2 is dispensable for T cell-B cell adhesion. (**A**) Flow cytometry of T cell-B cell conjugates. Gp66 tetramer-positive T_FH_ cells were incubated with LPS-activated B cells pulsed with cognate gp66-peptide or unpulsed. Data are representative of two independent experiments.

## Supplementary tables

**Supplementary table 1. Antibodies and reagents used in flow cytometry**

| **Antibody target/Reagent** | **Clone/Cat.#** | **Provider** |
| --- | --- | --- |
| CD4 | RM4-5 | Biolegend |
| CD8 | 53-6.7 | BD Biosciences |
| CD19 | 6D5 | Biolegend |
| CD25 | PC61.5 | Biolegend |
| CD44 | IM7 | eBioscience |
| CD45.1 | A20 | Biolegend |
| CD45.2 | 104 | Biolegend |
| CD62L | MEL-14 | eBioscience |
| Tim3 | 215008 | R&D Systems |
| SLAM | TC15-12F12.2 | Biolegend |
| ICOS | C398.4A | Biolegend |
| PD-1 | RMP1-30 | eBioscience |
| GITR | DTA-1 | eBioscience |
| B220 | RA3-6B2 | eBioscience |
| PNA | FL-1071 | Vector Labs |
| FAS | JO2 | BD Biosciences |
| CD138 | 281-2 | BD Biosciences |
| IgD | 11-26c.2a | BD Biosciences |
| GL-7 | GL7 | BD Biosciences |
| I-A/I-E | M5/114.15.2 | eBioscience |
| CXCR5 | 2G8 | BD Biosciences |
| Biotin Goat anti-Rat IgG | 112-065-143 | Jackson Immunoresearch |
| Streptavidin | 25-4317-82 | eBioscience |
| Live/Dead Kit | L10119 | Life Technologies |
| Fc-blocker | 2.4G2 | BD Biosciences |
| Foxp3 | FJK-16s | eBioscience |
| Bcl-6 | K112-91 | BD Biosciences |
| c-Maf | symoF1 | eBioscience |
| TCF-1 | C46C7 | Cell Signalling Technology |
| IgG1 | A85-1 | BD Biosciences |
| IgG2a | eBM2a | eBioscience |
| p-AKT(S473) | D9E | Cell Signalling Technology |
| p-S6(S235/236) | D57.2.2E | Cell Signalling Technology |
| anti-rabbit IgG A488 | A21206 | Invitrogen |
| anti-rabbit IgG A647 | 4414S | Cell Signalling Technology |

**Supplementary table 2. Primers used in quantitative PCR**

| **Gene symbol** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| ***Ascl2*** | tactcgtcggaggaaagcag | acccagggatgcagcttag |
| ***Bcl6*** | agacgcacagtgacaaacca | agtgtgggtcttcaggttgg |
| ***Cd40lg*** | ctcaaattgcagcacacgtt | cgtcagctgtttcccatttt |
| ***Cxcr5*** | catgggctccatcacataca | ggcatgaataccgccttaaa |
| ***Hprt*** | gcgtcgtgattagcgatgatg | ctcgagcaagtctttcagtcc |
| ***Il4*** | ggcattttgaacgaggtcac | aaatatgcgaagcaccttgg |
| ***Il6st*** | catgctttcaggctttcctc | tcccactggcacagcatatt |
| ***Il6ra*** | gcaagaatcctcgtccatgt | gtggaggagaggtcgtcttg |
| ***Il21r*** | ccccgtcatctttcagaccc | ggcactggtgcccatatctt |
| ***Il21*** | cgcctcctgattagacttcg | aaaacaggcaaaagctgcat |
| ***Maf*** | aaggaggaggtgatccgact | tctcctgcttgaggtggtct |
| ***Pdcd1*** | gcaggtaccctggtcattca | caggctgggtagaaggtgag |
| ***Rictor*** | tatgtaagcctggaaattctg | gcagggcttctatgaactca |
| ***Tcf7*** | caatctgctcatgccctacc | cttgcttctggctgatgtcc |

**Supplementary table 3. Gene expression profiles of *Rictor*^-/-^ and WT T_FH_ cells**

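Table S3 gives a signed fold change per gene, in which a negative value is WT over *Rictor-/-*. The copy read here has 766 rows, 560 above 0 and 206 below 0, of which 5 lie under 1.5-fold. For 662 rows a probe set was named for that gene alone, and in each of the 662 the table's value equals the ratio of the mean linear intensities of a probe set of the gene to within 0.1%. No pseudocount enters such a ratio, so that dim genes weigh as much as bright ones. In 463 of the rows that probe set is the brightest of the gene. In 636 rows the brightest probe set moved the way of the table on the log2(intensity + 16) scale, and 593 of these passed at an adjusted p under 0.05 from limma. In the other 26 it moved the other way, and 3 of these passed.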

Data represents the average of 2 independent samples of *Rictor*^-/-^ and WT T_FH_ cells analyzed by microarray. Genes with 1.5-fold change cutoff (upregulated and downregulated) in *Rictor*^-/-^ T_FH_ cells are listed in the table. Positive fold changes indicate upregulated genes and negative fold changes indicate downregulated genes in *Rictor*^-/-^ T_FH_ cells. Genes highlighted in yellow are genes of interest.

How the deposited data were processed for this re-analysis (not part of the article)

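The series holds 4 Affymetrix mouse arrays of sorted T_FH_ cells at day 8 after LCMV infection, 2 from *Rictor-/-* and 2 from WT mice, each array from a separate pool of mice according to the labels. Groups and replicates were taken from the sample labels and checked against the methods and the legend of Figure 6. The legend gives 6 *Rictor-/-* and 4 WT mice per group and the series description at least 5 mice per sample, and both are given since nothing settles the difference. The deposited values are intensities on a linear scale. The authors had RNA labelled and hybridised by a company, and their processing notes name MAS5 and RMA without a version or a role for either. The values were used as deposited: medians of 20.0 to 20.4 on the 4 arrays show that scaling between arrays had already been done. Control probe sets (AFFX) are not in the table read here, so that RNA quality could not be read from them.

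Of 45037 probe sets, 34945 have 1 gene symbol in the platform annotation, 932 have several and 9160 have none there. Probe sets with several symbols or none named no gene. Symbols were updated through the Entrez number, found for 34741 probe sets in a RefSeq table of GRCm38.p6, which changed none of them. The linear intensities became log2(intensity + 16). A fold change on this scale understates the change of dim genes. A gene was represented by the probe set named for it alone with the highest mean over all 4 arrays, which gave 18193 genes, 9010 of them with more than 1 probe set.

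The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in mean signal) with Benjamini-Hochberg adjustment over the genes and a threshold of 0.05. Counts at a fold cutoff of 1.5 used the difference of mean log2 values without a test. Gene lists were compared with other genes by limma's camera with a preset correlation of 0.01 between genes, adjusted over the 19 lists tested of 22 written. The RT-qPCR genes, the mTOR complexes and targets and the sex-linked genes were only described, and the genes of Figure 6B were not tested as a set because their names were read from a picture. A result that needs a withheld item is not reported here. The sets of Figure 6A come from other studies and were not used here. Lists were also tested with an estimated correlation and with fry, which asks whether a list's genes move on balance one way without comparing them with other genes. With an estimated correlation camera takes its degrees of freedom from the 4 arrays, so that a list that fails there is not shown to be unchanged. Genes named in the text are the RT-qPCR genes, *Rictor* and the genes of Figure 6B, the 10 largest rises and 10 largest falls among genes that passed the test with the groups apart, up to 4 members of each list with the smallest p, and abundant genes of other cell types. The lists and this rule were written after Table S3 and the figures had been read and before the data were examined. A few further members of the lists are named for what they are known to do and were chosen after their values were seen (*Cxcr4*, *Il1r2*, *Slamf6*, *Batf*, *Icos*, *Cd200*, *Prf1*, *Gzmb*, *Eomes*, *Prdm1*, *Ifng*, *Tbx21*, *Il12rb1*, *Il18r1*, *Runx3*, *Tnf*, *Cxcr3*, *S1pr5*, *Rptor*, *Mapkap1*, *Prkca* and *Sgk1*).

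The steps were tested on simulated data with the means and spread of the real genes, in 5 rounds with 200 changed genes among 18193. The fit found 95.8% of genes changed 1.25-fold and 100% of those changed 1.5-fold and 2-fold, called 0.068% of unchanged genes, and camera found a list of 40 genes shifted by 0.3 on the log2 scale in 5 of 5 rounds, with 0 of 250 unshifted lists called. The simulation assumed independent genes and changed 200 of them per round, against 3587 called in the real data. Its rates therefore need not hold for the real arrays.

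The alternatives fixed before the data were examined were median centring, quantile normalization, leaving out dim probe sets, the mean of all probe sets of a gene, eBayes without the trend, the replicate number as a block, leaving out each array in turn, a pseudocount of 1, counting a gene if any probe set passes, the ratio of linear means, the test named in the methods, and all probe sets tested together. After the data were seen, logs without a pseudocount, the ratio of linear means in any probe set, 8 filters by p or mean intensity on that ratio, the same 9 counts in probe sets instead of genes, the lists without the genes of Table S3, and the probe set with the largest linear ratio for single genes set beside Table S3 were added. The filters were tried while these counts were compared with those of the paper. The adjustment of the methods' t-test was also first run over both one-tailed p-values of every gene, before the form over 1 p-value per gene was taken.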

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

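The tests of B cells, CD8 T cells, myeloid cells and of the split of the arrays were chosen after the result was seen. Gene lists other than those of T_FH_ and of T_H_1 and cytotoxic genes differed between the groups, by the median log2 fold change of their list with WT T_FH_ cells as the control. Besides mitosis genes (median 0.54), genes of DNA replication (0.27), the mitochondrial ribosome (0.27), oxidative phosphorylation (0.23) and ribosome biogenesis (0.12) were higher in *Rictor-/-* T_FH_ cells by camera, as were the myeloid (0.10) and erythroid (0.085) lists. Without dim probe sets the 20 myeloid genes left had a median of 0.36 (adjusted p = 1.99e-05). Chromatin and transcription regulators with long transcripts (-0.30), immediate early and TCR-induced genes (-0.29), Foxo1 targets and quiescence genes (-0.15), glycolysis and hypoxia genes (-0.13) and interferon response genes (-0.10) were lower. None of these 12 lists passed with an estimated correlation, where the adjusted p of the 19 lists ran from 0.0714 to 0.627. In that form the test has few degrees of freedom with 4 arrays, so that a failure there does not decide on a list. The estimates ran from -0.032 for the Foxo1 list to 0.32 for the mitochondrial ribosome. For mitosis genes the estimate was 0.0070, below the preset 0.01, and the call was lost all the same.

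Transcripts of other cell types were in part higher in *Rictor-/-* T_FH_ cells, which a small share of such cells in the sort may explain, although the CD44 hiCXCR5+ CD4 gate should remove most of them. The abundant myeloid transcripts *Lyz2*, *Cst3*, *Tyrobp*, *Fcer1g*, *S100a8*, *S100a9* and *Cd68* had a median log2 fold change of 0.31, and 4 of the 7 passed as higher, but *Cd68*, *Fcer1g* and *S100a9* did not pass (0.08, 0.09 and 0.13). These 7 belong to the list whose rise led to the test, so that the value restates that rise and leaves its source open. For B cells the value was 0.16 over *Cd79a*, *Cd79b*, *Ms4a1* and *Cd74*. Of these *Cd79a* and *Ms4a1* lay below the median of all probe sets in both groups and did not pass (0.05 and -0.06). A fall could not be read at that level, while a clear rise could have been and was not seen. *Cd79b* passed (0.40) and *Cd74* did not (0.26). For CD8 T cells the value was 0.26 over *Cd8a* and *Cd8b1*, of which only *Cd8b1* passed, so that neither is settled by these few genes, although *Cd8b1* lay above the background. T_H_1 cells in the sort were not tested, and a direct effect of the deletion on these genes also stays open.

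Oxidative phosphorylation and mitochondrial ribosome genes were higher while chromatin and transcription regulators were lower. A fold change that depends on signal strength is argued against: with the trend of fold change on mean signal removed, the median of the oxidative phosphorylation list was 0.23 as before, and the other medians were 0.26 and -0.32. That trend was small, from -0.01 to 0.04 on the log2 scale over all genes. Differences in RNA quality were not tested and stay open, as does the deletion of *Rictor* itself.

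*Gdpd3* had the largest fold change of all genes, at 3.92 on the log2(intensity + 16) scale, a size that depends on the pseudocount since its intensity in WT lay near the median of all probe sets. If the chromosome segment around it differed between the mice, its neighbours may differ too. Among the 10 nearest measured genes, 5 on each side, 1 had a log2 fold change of 0.5 or more either way (*Bola2*, at 0.53), while the closest neighbours *Coro1a* and *Ypel3* were at -0.12 and -0.08. This leaves a wider difference of the segment undecided, and a variant of *Gdpd3* alone or an effect of the deletion were not tested.

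With 2 arrays against 2 there are 3 splits, too few for a share under 0.05. The real split called 3587 genes and the highest of the others 0. As ordering over splits, the real one was the only 1 of the 3 with that many calls. In the other splits each side holds an array of both groups, so that the group difference adds to the spread. Few calls can be made there whatever the source of the difference, so that the ordering does not tell one source from another.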

How the results depend on the processing

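The lists of T_FH_ and of T_H_1 and cytotoxic genes kept their direction and their call under every scaling, filter, pseudocount, block and left-out array tried. With an estimated correlation both were at an adjusted p of 0.0714 and 0 of the other 17 lists passed, against 12, and without the genes picked by the study the T_FH_ list was at 0.188. With fry both passed (adjusted p = 0.00128), as did 12 of the other 17. The genes of Figure 6B that passed in the shown direction numbered 64 to 68 throughout. Same-numbered arrays of the groups share only a number, and their deviations from the group means had a correlation of -0.032 across genes. With the replicate number as a block, 3735 genes were called (2360 higher and 1375 lower), against 3587, and no call on a named gene changed. With each array left out in turn, the calls ranged from 1428 to 3003 (931 to 1992 higher, 456 to 1045 lower). The low counts came from leaving out WT replicate 1 (1460) or WT replicate 2 (1428), and the group with a lone array is then assumed to vary like the other group.

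With the mean of all probe sets of a gene, 842 genes were lower, 174 genes differed 1.5-fold (142 higher, 32 lower), *Rictor* was at -0.014 and no longer passed (adjusted p = 0.9), and *Zbp1* turned from 0.35 to -0.030. *Rictor* also did not pass without the trend (-0.21) in 3 of the 4 fits with an array left out (-0.28 to -0.14 over the 4), or with adjustment over all probe sets (adjusted p = 0.0868). The 1.5-fold counts were 478 (380 higher, 98 lower) with a pseudocount of 1, and 512 (407 and 105) by the ratio of linear means, against 294 (229 and 65). Without a pseudocount they were also 512 (407 and 105), and by that ratio in any probe set 673 (503 and 170); both were chosen after the data were seen. The test named in the methods called 291 genes with the fold cutoff (226 and 65), 5371 without it (2230 lower) and 6 after Benjamini-Hochberg (3 and 3), while the form run first, over both one-tailed p-values of every gene, called 0. All probe sets tested together gave 2086 lower probe sets. The median of the glycolysis and hypoxia list was -0.07 without *Rictor-/-* replicate 2 and -0.18 without *Rictor-/-* replicate 1, against -0.13, with its call kept. The myeloid median was 0.18 with a pseudocount of 1 and 0.36 without dim probe sets. With the mean of all probe sets the DNA replication median was 0.16, against 0.27, and the immediate early and TCR-induced median -0.16, against -0.29. The Foxo1 median was then -0.08, against -0.15. The erythroid median, 0.085 in the main fit, was 0.06 with that mean and 0.03 without *Rictor-/-* replicate 1. It was 0.17 with a pseudocount of 1. The causes were not tested. Apart from these and the filters below, no alternative moved a count by over 1.5 times. Among 246 named genes, from 0 to 22 lost their call under a single alternative. The erythroid list lost its call without dim probe sets (adjusted p = 0.18), without *Rictor-/-* replicate 1 (0.162), without WT replicate 1 (0.0644) and with fry (0.0736). With fry the interferon response list also lost its call (0.06), while the lists of B cell and plasma cell genes (0.0168) and of NK and CD8 genes (0.0188) gained 1. The first of these also passed with the mean of all probe sets (0.0416), and the second without dim probe sets (0.0306). Without the genes of Table S3, chosen after the data were seen, the T_FH_ list was at 0.0197 and the T_H_1 and cytotoxic list at 5.99e-06, and 9 of the other 17 lists passed. The myeloid (0.314), erythroid (0.192) and Foxo1 (0.416) lists then lost their call. Table S3 was selected by a 1.5-fold change on these same arrays, so that weaker values follow from the removal. Neither the kept nor the lost calls therefore check the lists.

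Filters on the ratio of linear means in any probe set were also chosen after the data were seen, while the counts were compared with those of the paper. The genes higher and lower were 473 and 148 at a one-tailed p under 0.05 on log2 values, 460 and 143 on linear values, and 442 and 147 at a mean intensity over 20, 318 and 118 over 50 and 205 and 88 over 100. With the p on linear values and the same 3 intensities they were 419 and 129, 312 and 110, and 204 and 84. Counted in probe sets, the ratio gave 661 and 323 without a filter, 617 and 262 with the p on log2 values, 602 and 257 with the p on linear values, 575 and 274, 409 and 219, and 263 and 151 at the 3 intensities, and 543 and 228, 400 and 191, and 261 and 139 with both.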

Differences from the paper's values

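The paper gives 561 genes as upregulated and 201 as downregulated, at the 1.5-fold cutoff of Table S3. Here 229 and 65 genes reached 1.5-fold. Of the alternatives set before the data were examined, a pseudocount of 1 (380 higher) and the ratio of linear means (407 higher) came within 1.5 times of the first count, and the others did not. None of them came within 1.5 times of the second count. Logs without a pseudocount, chosen after seeing the values, gave 407 higher, within 1.5 times of the first count only, and leave out 162 of the 662 measured rows of Table S3. The ratio of linear means was then counted in 18 ways that were all chosen after seeing the values: in genes by any probe set or in probe sets, each without a filter and with 8 filters. Of these, 10 came within 1.5 times of both counts. In genes they were no filter (503 and 170, leaving out 4 of the 662 rows), a one-tailed p under 0.05 on log2 values (473 and 148, leaving out 53) or on linear values (460 and 143, leaving out 70), and a mean intensity over 20 (442 and 147, leaving out 82). In probe sets, chosen after seeing the values as well, they were the p on log2 values (617 and 262), the p on linear values alone (602 and 257) or with a mean intensity over 20 (543 and 228, leaving out 122) or 50 (400 and 191, leaving out 245), and a mean intensity over 20 alone (575 and 274) or 50 alone (409 and 219, leaving out 231). Another 4 of them, chosen after seeing the values, came within 1.5 times of 1 count: the p on linear values with a mean intensity over 20 in genes (419 higher, leaving out 122), no filter in probe sets (661 higher), and in probe sets a mean intensity over 100 with that p (139 lower, leaving out 376) or alone (151 lower, leaving out 371). With so many ways tried, a match of the counts singles out none of them. Row by row, the ratio of linear means in any probe set without a filter left out 4 of the 662 measured rows. It reached 14 genes that are not in Table S3. The 8 filters left out from 53 to 376 of these rows, which argues against them as the rule behind the table.

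Of 133 named genes with a value in Table S3, 21 differ by more than the replicate SD on the table's own scale, the signed ratio of linear means of the brightest probe set, and 108 lie within 0.1%. The value here and the paper's value are -1.40 and -1.66 for *Ascl2*, -1.80 and -1.95 for *Maf*, -1.27 and -1.44 for *Il6st*, -1.67 and -2.18 for *P2rx7*, -1.79 and -2.36 for *Egln3*, -1.47 and -1.58 for *Usp6nl*, -1.79 and -1.93 for *Cd22*, 2.07 and 2.25 for *Fcgr2b*, 1.44 and 1.89 for *Ptpn4*, 1.66 and 2.25 for *Cd86*, 2.18 and 2.50 for *Socs2*, -1.32 and -1.55 for *Ikzf2*, 1.85 and 2.07 for *Slc2a3*, -1.31 and -1.58 for *Hif1a*, 1.37 and 1.94 for *Epsti1*, -1.33 and -1.52 for *Rsad2*, -1.62 and -1.73 for *Nfatc1*, 1.50 and 1.69 for *Nhp2*, -1.49 and -1.57 for *Bcl11b*, 1.11 and 1.61 for *Itgae*, and 1.69 and 2.03 for *Entpd1*. With the probe set of the gene that has the largest log2 change, the choice of any probe set made before the data were examined, 17 of the 21 come within the spread of the paper's value, and *Cd22*, *Ptpn4*, *Socs2* and *Entpd1* do not. With the probe set that has the largest ratio of linear means, chosen after seeing the values and leaving out 4 of the 662 measured rows at 1.5-fold, all 21 do. Without *Rictor-/-* replicate 1, *Maf*, *Usp6nl* and *Socs2* also come within the spread of it, as does *Bcl11b* without WT replicate 2, and no other alternative closes a difference.

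The text states that *Cd40lg* and *Il4* were lower by RT-qPCR in *Rictor-/-* T_FH_ cells, after selection from the arrays. On the arrays their log2 fold changes were -0.07 and -0.08 and did not pass the test, while the other 9 measured genes of that panel were lower. Figure 6B shows *Ascl3* as higher in WT, where the value here is 0.01 and did not pass. Its intensities, 11.7 and 11.5 on average, lie below the median of all probe sets in both groups. A small change could not be seen there, and a clearly higher level in WT was not found. Its name was read from the picture, while 68 of the 69 measured genes of the figure moved as shown.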

Other observations

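Genes of energy and protein metabolism differed between the groups. Of 58 genes of oxidative phosphorylation, 39 were higher in *Rictor-/-* T_FH_ cells and 2 were lower at an adjusted p under 0.05 from limma (42 and 4 when adjusted over the list alone), with *Ndufb2*, a complex I subunit gene, at an intensity of 763 ± 43.2 against 481 ± 17.9 in WT (SD, n = 2 each). Of 52 genes of the mitochondrial ribosome, 32 were higher and none was lower (38 higher when adjusted over the list alone), and *Mrps14* had a log2 fold change of 0.54. Of 40 genes of DNA replication, 23 were higher and 1 was lower (26 and 1 when adjusted over the list alone), with *Tk1*, the thymidine kinase gene, at 0.70 and *Pcna* at 0.35. Ribosome biogenesis had 13 of 38 higher and none lower (14 higher when adjusted over the list alone), with *Wdr12* at 0.73. With an estimated correlation the adjusted p of these 4 lists was 0.175, 0.193, 0.132 and 0.126.

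In 5 other lists more members passed as lower than as higher, although none of the 5 passed with an estimated correlation (adjusted p = 0.0798 to 0.175). Of 28 chromatin and transcription regulators, 21 were lower and none was higher (22 lower when adjusted over the list alone), with *Bcl11b*, a T cell identity factor gene, at -0.57 and *Kmt2a*, a histone methyltransferase gene, at -0.64, and 15 of the 28 also stand in Table S3. Of 34 immediate early and TCR-induced genes, 19 were lower and 2 higher (20 and 2 when adjusted over the list alone), with *Fos* at an intensity of 1211 ± 23.1 against 1927 ± 33.8 (SD, n = 2 each) and *Nfatc1* at -0.68. Of 25 Foxo1 targets and quiescence genes, 10 were lower and 3 higher (13 and 6 when adjusted over the list alone). *Foxo1* itself was at -0.67, while *Il7r*, the IL-7 receptor gene and a Foxo1 target, was at 0.53. The 4 probe sets of *Foxo1* ran from -0.67 to 0.03 and did not all move the same way. The 10 lower members include *Foxo1* itself and *Bcl6* (-0.94), which is also in the T_FH_ list. Of 29 genes in the glycolysis and hypoxia list, 12 were lower and 1 was higher (14 and 2 when adjusted over the list alone). *Egln3*, an oxygen sensor gene, was at -0.79 and the higher one was the glucose transporter gene *Slc2a3* at 0.87. *Pigq*, also among the 29, is not a gene of glycolysis. It was at 0.0041 and did not pass. Of 34 interferon response genes, 11 were lower and 4 higher (12 and 4 when adjusted over the list alone), with *Gbp3* at 0.53. With an estimated correlation the adjusted p of these 5 lists was 0.126, 0.0798, 0.132, 0.126 and 0.175. The interferon list also did not pass with fry (adjusted p = 0.06). The Foxo1 list did not pass without the genes of Table S3 (adjusted p = 0.416 from camera). That removal selects by the change on these arrays and cannot test the list.

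The remaining lists were the following. Of 30 chemokine, S1P and integrin receptor genes, 10 were higher and 11 lower (adjusted p = 0.617 from camera), with *Ccr2* at 0.79 and *S1pr5* at 0.81 against *Cxcr5* at -0.70. Of 17 regulatory T cell genes, 6 were higher and 2 lower (6 and 3 when adjusted over the list alone, camera adjusted p = 0.458). Of 26 genes of sterol and fatty acid synthesis, 5 were higher and 4 lower (camera adjusted p = 0.22). When adjusted over that list alone they were 12 and 6. For 30 B cell and plasma cell genes the camera adjusted p was 0.187 (0.0168 as higher with fry and 0.0416 with the mean of all probe sets). For 13 NK and CD8 genes it was 0.446 (0.0188 as higher with fry, and 0.0306 for the 5 left without dim probe sets, with a median of 0.35). Of 19 erythroid genes, 4 were higher and none lower (adjusted p = 0.0394 from camera, 0.43 with an estimated correlation), with *Hba-a2* at 0.42 and *Hba-a1* at 0.04. Above the median intensity of all probe sets lay 20 of the 36 myeloid, 14 of the 30 B cell and plasma cell, 7 of the 19 erythroid, 5 of the 13 NK and CD8 and 12 of the 17 regulatory T cell genes.

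Among 22 measured genes of the mTOR complexes and their targets, 5 were higher and 3 lower. The lower ones were *Rictor*, *Foxo1* at -0.67 and *Prkca*, which encodes PKC-α, at -0.33. The probe sets of *Foxo1* did not all move the same way. *Rptor* and *Mapkap1* did not pass (-0.17 and -0.16), and *Sgk1*, which encodes a kinase activated by mTORC2, was higher at 0.39. *Pik3ap1*, *Pik3r5* and *Pik3cg*, genes of PI3K signaling, were at 1.69, 0.76 and 0.63. Of 4 measured sex-linked genes, *Xist* was lower at -0.24, and *Kdm5d*, *Eif2s3y* and *Uty* did not pass.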
